# *Mycobacterium intracellulare* induces a Th17 immune response via M1-like macrophage polarization in canine peripheral blood mononuclear cells

**DOI:** 10.1038/s41598-022-16117-2

**Published:** 2022-07-12

**Authors:** Suji Kim, You-Seok Hyun, Hong-Tae Park, Min-Kyung Shin, Han Sang Yoo

**Keywords:** Bacterial infection, Microbiology, Bacteria, Bacterial immune evasion

## Abstract

*Mycobacterium avium*-*intracellulare* complex (MAC) is one of the most prevalent pathogenic nontuberculous mycobacteria that cause chronic pulmonary disease. The prevalence of MAC infection has been rising globally in a wide range of hosts, including companion animals. MAC infection has been reported in dogs; however, little is known about interaction between MAC and dogs, especially in immune response. In this study, we investigated the host immune response driven by *M. intracellulare* using the co-culture system of canine T helper cells and autologous monocyte-derived macrophages (MDMs). Transcriptomic analysis revealed that canine MDMs differentiated into M1-like macrophages after *M. intracellulare* infection and the macrophages secreted molecules that induced Th1/Th17 cell polarization. Furthermore, canine lymphocytes co-cultured with *M. intracellulare*-infected macrophages induced the adaptive Th17 responses after 5 days. Taken together, our results indicate that *M. intracellulare* elicits a Th17 response through macrophage activation in this system. Those findings might help the understanding of the canine immune response to MAC infection and diminishing the potential zoonotic risk in One Health aspect.

## Introduction

Nontuberculous mycobacteria (NTM) are opportunistic bacteria that are highly abundant in environment niches such as soil and water sources. *Mycobacterium avium*-*intracellulare* complex (MAC) is one of the most prevalent pathogenic NTM that causes chronic pulmonary diseases in humans and other mammals. In dogs, MAC infection can cause mycobacterial granulomas in various organs, including the spleen, liver, lung, bone marrow, and various lymph nodes^1,2^. Dogs with mycobacteriosis caused by MAC usually have poor prognoses due to the difficulty of diagnosis and nonspecific clinical signs. Although diagnosed, most affected dogs die or are euthanized regardless of any treatment after the progress of the infection. A recent study reported that domestic dogs are more susceptible to MAC infection because of their restricted genetic pool^3^. Furthermore, there is a potential zoonotic risk of transmission from infected companion dogs to their owners, especially in immunocompromised people, although interspecies transmission of MAC is still remaining to be clear. Some reports have shown that MAC members can be transmitted from dogs to humans^4^. In addition, NTM infection mostly occurs by exposure to environmental sources because of the ubiquitous nature. Our previous study showed that MAC accounted for most of NTM isolated from soil that collected in animal shelter and parks^5^. Therefore, it is important to understand the pathogenicity of MAC in dogs not only for treatment and diagnosis but also to prevent potential zoonotic transmission between humans and dogs.

Macrophages are considered to be a primary reservoir for intracellular mycobacterial growth and to be important antigen-presenting cells^6^. Macrophage plasticity is key for mycobacterial control, and macrophages polarize to the classical (M1) or alternative (M2) phenotypes in response to bacterial infection^7^. M1 macrophages release high levels of proinflammatory cytokines that have enhanced microbicidal activity, while M2 macrophages produce anti-inflammatory cytokines and cause persistent infection^8,9^. Macrophages have been reported to exhibit transformation from the M1 to the M2 phenotype over the course of mycobacterial infection^7,10^. However, recent studies have shown that *Mycobacterium*-infected macrophages polarize to a unique macrophage population that is clearly distinguishable from the M1 and M2 macrophage subsets^11^. In particular, *M. intracellulare*-infected macrophages represent a novel polarized population that downregulates Th1/Th2 cell production while driving Th17 polarization^12^.

In mycobacterial infection, CD4^+^ T cells are the most dominant in the immune response^13^. The Th1/Th17 balance is thought to be important for protection against mycobacteria^14,15^. The Th1 immune response is essential for controlling mycobacterial infection. Th17 cells participate in the antimycobacterial response by accelerating the accumulation of Th1 cells at an early stage^16,17^. However, the Th17 response has pathological effects during MAC infection under Th1-diminished conditions. Th17 development induces excessive neutrophilic pulmonary inflammation by reducing Th1 responses and can increase susceptibility to systemic MAC infection^15^. Inflammation and neutrophil recruitment driven by Th17 cells play a pivotal role in granuloma formation and mycobacterial disease development^18,19^.

As mycobacteriosis caused by MAC in dogs has been consistently increased, host immune response should be revealed to understand the pathogenesis in MAC-infected dogs. As the first step, an in vitro canine model was developed to investigate the immune response to *M. intracellulare* infection. Transcriptomic analysis in canine monocyte-derived macrophages was carried out to identify activated macrophages driven by the bacterial infection. Also, the T cell response was investigated using *M. intracellulare*-infected autologous macrophages. These results will help further our understanding of the pathogenesis of *M. intracellulare*-related crosstalk between macrophages and T helper cells. Furthermore, this study helps to establish a basis for research on MAC infections, which occur in a wide range of hosts, as well as for understanding the mechanism of *M. intracellulare* infection in dogs.

## Results

### Transcriptome analysis of canine monocyte-derived macrophages against *M. intracellulare* infection

To identify the canine immune response against *M. intracellulare*, canine MDMs were analyzed through RNA-Seq after infection with *M. intracellulare* for 0, 6, 24, and 72 h. 

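MDMs of 10 beagles, noninfected or infected with *M. intracellulare*, were sampled at 0, 6, 24 and 72 h, and the RNA of 5 dogs was pooled for each cDNA library, which gave 2 libraries for each of the 8 conditions. QuantSeq 3′ mRNA-Seq reads the 3′ ends of transcripts, here as single-end reads of 75 bases. The authors mapped the reads to canFam3 with Bowtie2, counted unique and multiple alignments with Bedtools and name quantile normalization in edgeR as the next step. The values that the authors deposited are log2 values of the normalized count plus 1, between 0 and 15.75, for the same 1542 gene entries in every library. The entries are identified by gene symbol, with 1522 distinct symbols, of which 19 stand on more than 1 entry, and carry no coordinates. Of these entries, 938 were above 0 in at least 1 library, the others were 0 in all 16, and 216 had reads in every library. The normalized counts summed to between 320808 and 567133 per library, with a median of 381563. Low values, up to 20 reads, lay within 0.1 of a whole multiple of a single step for 87.9% to 100% of the values in 15 libraries, and that step was taken as 1 read. In noninfected replicate 3 at 72 h only 44.4% of the low values did so, and its number of reads is less certain. On this scale, the entries held from 239879 reads in infected replicate 3 at 0 h to 1253058 in infected replicate 1 at 6 h, with a median of 344098. A group with no read in either library was set to a limit of 3 reads per library for any fold difference. Reads copied by PCR without molecular identifiers are not independent molecules, so these limits and the counting intervals given with ratios cover counting error only. Infected and noninfected MDMs were compared with limma in a single fit of all 16 libraries with 1 mean per condition, and p values were adjusted by the Benjamini-Hochberg method over the 1542 entries. A gene was taken as differentially expressed at an adjusted p below 0.05 and a fold change of at least 1.5, the fold threshold of the study. Pools carry no information on the spread between single dogs.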

Sixteen cDNA libraries from noninfected and *M. intracellulare*-infected cells were sequenced. A total of 1542 differentially expressed genes (DEGs) were significantly expressed in the *M. intracellulare* infection group compared to the uninfected group. 

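At 6 h, 13 of the 1542 genes were differentially expressed by both thresholds in limma, 11 higher and 2 lower in infected MDMs. At 24 h there were 5 such genes, 3 higher and 2 lower, and at 72 h there were 7, of which 3 were higher and 4 lower. Together these were 21 genes, and 3 of them passed at more than 1 time point. With the differences at 6, 24 and 72 h averaged, 23 genes passed, 15 higher and 8 lower. By the fold threshold alone, 555 genes differed at 6 h, 509 at 24 h and 624 at 72 h. The fold threshold was passed by 831 genes at 1 or more of these time points and by 268 at all 3. At 0 h, 500 genes passed the fold threshold, of which 457 also passed it later, and 2 genes (*PARP4* and *LATS1*, both lower in infected MDMs) passed both thresholds, of which *LATS1* is named after its values were seen. When 1 infected and 1 noninfected library of the same time point were placed on either side of the comparison, between 473 and 592 genes passed the fold threshold. At an unadjusted p below 0.05 and the fold threshold, the numbers were 99 genes at 6 h, 79 at 24 h and 103 at 72 h. With the entries at 0 in every library left out, 17, 6 and 13 genes passed at 6, 24 and 72 h. With only the 4 libraries of a time point in the limma fit, 0 genes passed at 6, 24 or 72 h, and 64, 73 and 76 did at an unadjusted p. Single libraries moved these numbers as well. The number at 6 h was 22 without noninfected replicate 1 and 105 without infected replicate 2. At 24 h it was 17 and 21 without noninfected replicates 1 and 2, and 34 and 19 without infected replicates 1 and 2. At 72 h it was 58 and 25 without noninfected replicates 2 and 3, and 18 and 19 without infected replicates 1 and 2. At 0 h it was 13 and 14 without noninfected replicates 1 and 2, and 17 and 15 without infected replicates 2 and 3. A lone library left in a condition was taken to vary like the other conditions.

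**Figure D1:**
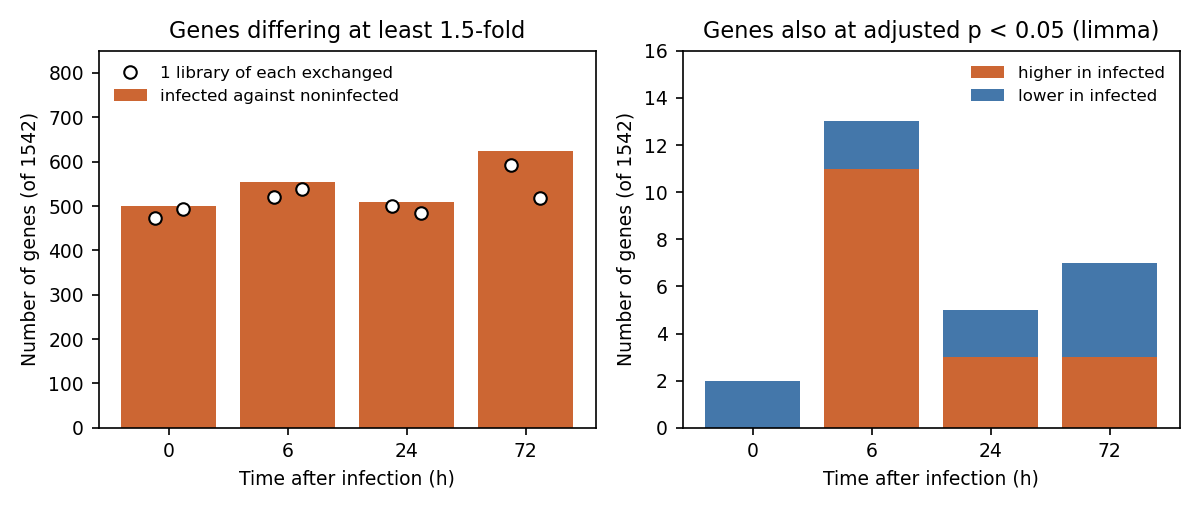
Number of genes, of 1542, that differed at least 1.5-fold between infected and noninfected MDMs (left) and that also had an adjusted p below 0.05 in limma (right), by time after infection in h. Bars are the comparison of 2 infected with 2 noninfected libraries, and open circles are the comparisons with 1 library of each group exchanged, which reached 473 to 592 genes beside 500 to 624 for the bars.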

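The genes with the largest differences among those past both thresholds, with no overlap between infected and noninfected libraries, were taken at each time point. At 6 h, *F3* had no read in either noninfected library and was at least 1390-fold higher in infected MDMs (log2 fold change 12.06, adjusted p = 0.0203 from limma), with 21762 and 1654 reads in the infected libraries and a limit of 460-fold without infected replicate 1. This call was lost without noninfected replicate 1, noninfected replicate 2 or infected replicate 1 at 6 h, at adjusted p values of 0.0652, 0.0967 and 0.111. *SYNJ1* and *CANX* were the genes that fell at 6 h. *SYNJ1* had a value of 0.57 ± 0.80 (SD, n = 2 libraries) in infected and 7.74 ± 1.45 in noninfected MDMs, and the ratio, with 1 read in the infected libraries, had a counting interval of 3.75e-05 to 0.00833. *CANX* had 0 and 6 reads in the infected and 160 and 439 reads in the noninfected libraries, a log2 fold change of -7.04 (adjusted p = 0.0201 from limma). It no longer passed without noninfected replicate 2 or infected replicate 1 (adjusted p = 0.108 and 0.0552 in limma). At 24 h, *VLDLR* (log2 fold change -5.54, adjusted p = 0.00406 from limma) and *CRYAA* (fitted difference -0.91) were the genes that passed with lower values in infected MDMs. *VLDLR* had 1 read in the infected libraries, and its ratio had a counting interval of 0.000177 to 0.0396. *CRYAA* had 1 read in each noninfected library at 24 h and no read in any other library, so both groups were at or under the limit of 3 reads and no fold is given. At 72 h, *IL33* had 17 and 186 reads in the infected libraries and none in any other library, and was at least 63.1-fold higher than in noninfected MDMs (adjusted p = 0.0084 from limma), or 12.6-fold without infected replicate 2. *PARP4* was at least 90.8-fold lower at 72 h, or 48.6-fold without noninfected replicate 3 (log2 fold change -8.02, adjusted p = 0.000672 from limma) and also lower at 0 h (-5.08). *FOLH1* was at least 27.4-fold lower at 72 h, or 7.84-fold without noninfected replicate 2, with reads in the noninfected libraries of 72 h and in no other library. *CCND1* was lower by 6.16 on the log2 scale in infected than in noninfected MDMs at 72 h. It had 1 and 0 reads in the infected and 225 and 196 in the noninfected libraries (counting interval of the ratio 0.000122 to 0.0271). The difference lay between -6.76 and -5.56 with 1 library of 72 h left out. No other library held more than 1 read of *CCND1*, and it rose in noninfected MDMs from 0 h to 72 h (log2 fold change 6.7, adjusted p = 0.00985 from limma). The adjusted p in limma with the difference at 0 h subtracted was 0.142 for *F3*, 0.116 for *SYNJ1* and 0.175 for *CANX* at 6 h. At 72 h it was 0.1 for *IL33*, 0.677 for *PARP4* and 0.113 for *CCND1*. *F3* and *IL33* had no read at 0 h, so for them the subtraction left the difference nearly unchanged and only enlarged its standard error. Quantile normalization again gave 0.104 for *VLDLR* at 24 h, and 0.102 for *FOLH1* and 0.0928 for *CCND1* at 72 h. *CRYAA* did not pass with the entries at 0 left out (0.245), nor *CCND1* with each library centred on the median of all genes (0.059).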

Transcriptional profiles were analyzed by Ingenuity Pathway Analysis (IPA) using the significant DEGs ($$| {fold\, change} | \ge 1.5$$). A comparison analysis was performed using canonical pathways that were expressed at each time point (6 h, 24 h, 72 h). Table 1 shows the pathway commonly expressed during *M. intracellulare* infection. The top 20 pathways were related to macrophage activation and induction of T helper cell responses. 

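Each of the 20 pathways of Table 1 was read through the molecules that Tables S2, S3 and S4 list for it at 6, 24 and 72 h. Of the 499 molecules that these tables and Table S1 name, 489 were matched by symbol, 6 by a synonym in the RefSeq gene table of the UU_Cfam_GSD_1.0 assembly, and 4 were not matched. The study chose the molecules on these same libraries, so the tests on them are not independent evidence, and the z-scores of IPA rest on a knowledge base that was not used here. Over the 60 results of 20 pathways at 3 time points, 54 had more molecules higher than lower in infected MDMs, 2 had more lower and 4 were tied. In a count of molecules with a read in at least 1 of the 4 libraries compared, chosen after seeing the data, these numbers were again 54, 2 and 4. In that count, 49 results had more molecules one way both at their own time and at 0 h, the same way at 0 h in 18 and the opposite way in 31. For the 59 results with a z-score other than 0 in the paper, the sign of the up-minus-down number was the sign of that z-score in 47 (79.7%). With 50 of these z-scores above 0 and 54 of these results with more molecules higher, unrelated signs would agree in 78.1%, so this share says little about agreement. Pathways share molecules, so no interval is given. With limma's camera at its preset inter-gene correlation of 0.01, 39 of the 60 passed an adjusted p of 0.05, all with higher values in infected MDMs. Of these, 38 also passed with limma's fry, and 19, all at 6 h, passed with the correlation estimated from the data. For TREM1 Signaling, 17 of 20 molecules were higher at 6 h, 15 of 18 at 24 h and 11 of 19 at 72 h, with median log2 fold changes of 4.32, 2.04 and 0.60 and camera adjusted p values of 6.28e-21, 2.16e-06 and 0.112. With the genes at 0 in a group set to their limit, these medians were 3.93, 1.81 and 0.60. The camera test compares a pathway with all other entries, those at 0 included, and centring each library on the median of all genes, which moves no library by more than 0.033, changed 12 of the 36 camera calls of the pathways named in the text. With this centring, the adjusted p of TREM1 Signaling at 72 h was 0.0139. Without infected replicate 1 at 24 h, that of TREM1 Signaling at 24 h was 0.0946. For IL-6 Signaling, 12 of 15, 11 of 15 and 13 of 17 molecules were higher, with medians of 3.55, 1.52 and 1.49 (3.41, 1.19 and 1.49 with genes at their limit). Its adjusted p values were 3.44e-11, 0.00207 and 0.00159. At 24 h it was 0.0669 without noninfected replicate 2 and 0.286 without infected replicate 1, and at 72 h it was 0.226 without noninfected replicate 2. The 24 h value of IL-6 Signaling was 0.122 with only the libraries of 24 h in the fit, 0.112 with noninfected MDMs at 0 h as the reference and 0.0825 with the difference at 0 h subtracted. For Dendritic Cell Maturation, 18 of 22 molecules were higher at 6 h (median 3.75, or 3.48 with genes at their limit, adjusted p = 1.72e-18 from limma's camera), 10 of 20 at 24 h and 12 of 24 at 72 h. Its medians at 24 and 72 h were 0.01 and -0.06 (0.02 and 0.16 with genes at their limit), its means -0.15 and 0.40, and its adjusted p values 0.741 and 0.584.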

The activated pathways (Role of IL-17F in Allergic Inflammatory Airway Diseases, IL-6 Signaling, TREM1 Signaling, HMGB1 Signaling, Th17 Activation Pathway, Role of Pattern Recognition Receptors in Recognition of Bacteria and Viruses, CD28 Signaling in T Helper Cells, CD40 Signaling, IL-23 Signaling Pathway, Dendritic Cell Maturation) were involved in M1 macrophage activation. In contrast, inactivated pathways (LXR/RXR Activation, PPARα/RXRα Activation, PPAR Signaling) were related to M2 macrophage differentiation. 

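For LXR/RXR Activation, 14 of 21 listed molecules were higher in infected MDMs at 6 h, 10 of 14 at 24 h and 9 of 18 at 72 h, with median log2 fold changes of 1.76, 1.50 and -0.05 (1.76, 1.31 and 0.54 with genes at their limit). The mean at 72 h was 0.64, so median and mean differed in sign. The camera adjusted p values, all toward higher values, were 1.04e-09, 0.00207 and 0.0941. At 24 h the adjusted p was 0.0946 without noninfected replicate 2 and 0.454 without infected replicate 1, 0.0954 with only the libraries of 24 h and 0.14 with noninfected MDMs at 0 h as the reference, and at 72 h it was 0.00466 without infected replicate 1, with a median of 1.39. With each library centred on the median of all genes, the adjusted p of LXR/RXR Activation was 0.0758 at 6 h and 0.00872 at 72 h. The 72 h value also passed with quantile normalization again (0.0429) and with the difference at 0 h subtracted (0.0297). For PPAR Signaling, 7 of 12, 8 of 9 and 9 of 14 molecules were higher, with medians of 1.94, 1.60 and 0.88 (1.68, 1.60 and 0.88 with genes at their limit) and adjusted p values of 0.000162, 0.000691 and 0.0724. The 6 h call was lost without noninfected replicate 1 (0.0853). The 24 h call was lost without noninfected replicate 2 (0.0946), without infected replicate 1 (0.242), with the difference at 0 h subtracted (0.0653) or with only the libraries of 24 h (0.0928). The 72 h value passed without infected replicate 2 (0.0246), with noninfected MDMs at 0 h as the reference (0.0115), with quantile normalization again (0.0108) and with fry (0.0304). With the same centring, PPAR Signaling had an adjusted p of 0.451 at 6 h and 0.00691 at 72 h, and PPARα/RXRα Activation one of 0.933 at 6 h and 0.008 at 24 h. For PPARα/RXRα Activation, 6 of 10, 7 of 10 and 6 of 12 molecules were higher, with medians of 0.69, 1.16 and 0.15 and means of 2.03, 0.89 and -0.55. With genes at their limit, these medians were 0.00, 0.64 and 0.16. Only its 6 h value passed (adjusted p = 0.0182 from limma's camera), and not without noninfected replicate 1 (0.276), without infected replicate 2 (0.401) or with the entries at 0 left out (0.0696). With the 0 h difference subtracted, the median of PPARα/RXRα Activation at 6 h was -1.42 (0.583), and with fry its 24 h value passed (0.0266). These are numbers of molecules and not activation states, since IPA weighs each molecule by the direction its knowledge base gives for the pathway.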

The activation states were predicted by particular genes expressed in those pathways. 

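Of the 26 genes of Table S1, all passed the fold threshold at 6 and 24 h, 24 did at 72 h, and 18 did at 0 h. Over all genes tested, limma's adjusted p was below 0.05 for 8 of them at 6 h, 3 at 24 h, 2 at 72 h and 0 at 0 h, where 0 also passed at an unadjusted p. Adjusted over the list alone, 16, 10, 7 and 0 passed at 6, 24, 72 and 0 h, and since the study chose this list on the same libraries, those numbers are not independent evidence. The 2 infected libraries lay wholly above or wholly below the 2 noninfected libraries for 20, 20 and 19 of the 26 genes at 6, 24 and 72 h and for 4 at 0 h, with values without a read counted as 0, which was chosen after seeing the data. For genes not chosen on these libraries, chance gives at most 33.3%. The study chose these genes on the same libraries, so their separation at 6, 24 and 72 h is not independent evidence either. At 6 h, *CCL3* was 11.03 ± 1.35 (SD, n = 2 libraries) in infected and 1.41 ± 1.94 in noninfected MDMs, a log2 fold change of 9.63 (standard error 1.20, adjusted p = 0.00933 from limma). *IL1B*, *IL6* and *CSF2* had no read in either noninfected library at 6 h and were at least 617-fold, 770-fold and 90.9-fold higher in infected MDMs. Without infected replicate 1, the limits of *IL1B* and *IL6* were 233-fold and 512-fold. Their fitted log2 fold changes were 10.97, 11.55 and 8.54, with adjusted p values from limma of 0.00402, 0.0453 and 0.0275. Without noninfected replicate 1, noninfected replicate 2 or infected replicate 1 at 6 h, the adjusted p of *IL6* was 0.135, 0.155 and 0.255, and that of *CSF2* was 0.0652, 0.101 and 0.112. Subtracting the difference at 0 h gave an adjusted p at 6 h in limma of 0.116 for *CCL3*, 0.142 for *IL6* and 0.175 for *CSF2*. Taking noninfected MDMs at 0 h as the reference gave 0.111 for *IL6*. *CSF2* and *IL1B* had no read at 0 h (difference of 0.01 for each). For these genes the subtraction left the difference nearly unchanged and only enlarged its standard error. *CCL4*, *CCL5*, *ICAM1*, *TREM1* and *CD40* were higher in both infected libraries than in both noninfected libraries at 6 h, by 11.08, 8.31, 5.22, 6.72 and 7.29 on the log2 scale, and had adjusted p values of 0.0656, 0.489, 0.621, 0.18 and 0.266. *CCL4* passed without noninfected replicate 1 (0.0494) or infected replicate 2 (0.029), with quantile normalization again (0.0434) and with the entries at 0 left out (0.0255). At 24 h, *IL1B* was at least 45.3-fold higher, with 129 and 78 reads against none (log2 fold change 6.87, adjusted p = 0.0328 from limma), and it lost this call with any 1 of the 4 libraries of 24 h left out (adjusted p between 0.051 and 0.104), with the difference at 0 h subtracted (0.218), with noninfected MDMs at 0 h as the reference (0.0567), with each library centred on the median of all genes (0.116) and with the entries at 0 left out (0.0851). The other 8 genes rose by between 1.61 (*ICAM1*) and 8.78 (*CCL5*) at 24 h, and the 9 genes rose by between 0.32 (*ICAM1*) and 6.08 (*CCL4*) at 72 h, with no adjusted p below 0.05. The infected and noninfected libraries overlapped for *ICAM1* at 24 and 72 h and for *TREM1* at 24 h, and the infected libraries had 0 and 85 reads of *IL6* at 72 h. Subtracting the difference at 0 h changed the direction of *TREM1*, to -1.40 at 24 h and -0.87 at 72 h, and taking noninfected MDMs at 0 h as the reference changed that of *ICAM1*, to -2.02 at 24 h and -0.06 at 72 h. *ICAM1* at 24 h was -0.51 without noninfected replicate 2 and -0.09 without infected replicate 2, and at 72 h it was -0.86 without infected replicate 2. *CD36* had no read in any infected library at 6, 24 and 72 h, and 207 and 0 reads in the infected libraries at 0 h. Its value in noninfected MDMs was 0.65 ± 0.90 at 0 h, 1.01 ± 1.38 at 6 h, 4.50 ± 0.52 at 24 h and 8.44 ± 0.21 at 72 h (SD, n = 2 libraries). It was at least 6.37-fold lower in infected MDMs at 24 h and at least 108-fold lower at 72 h (log2 fold change -8.43, adjusted p = 0.218 from limma), and both groups were at or under the limit of 3 reads at 6 h.

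**Figure D2:**
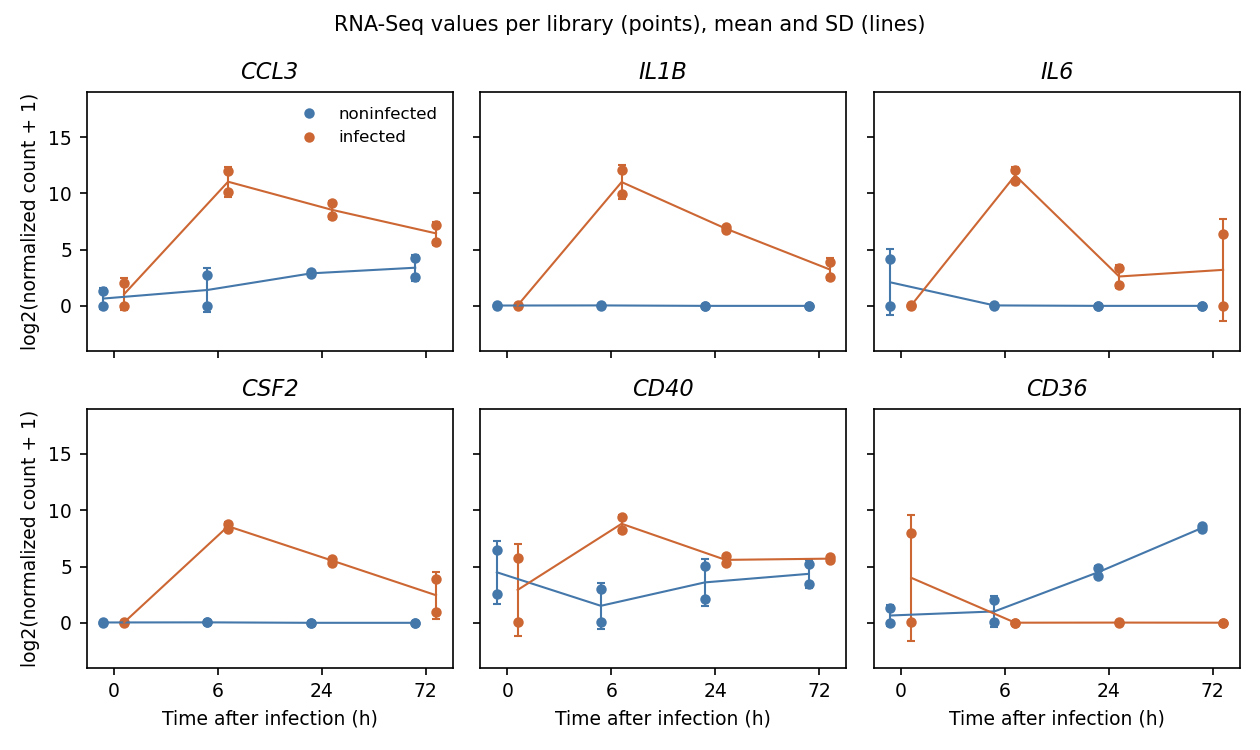
Log2 of the normalized count plus 1 of 6 genes, by time after infection in h, in infected and noninfected MDMs. Points are the 2 libraries of each condition, and lines and bars are their mean and SD. The infected libraries of *CCL3* at 6 h have a mean of 11.03, and the noninfected libraries of *CD36* rise to 8.44 at 72 h while the infected ones are at 0 at 6, 24 and 72 h and at 7.94 and 0.05 at 0 h.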

Among the genes, the upregulated genes (*CCL3*, *CCL4*, *CCL5*, *IL6*, *IL1B*, *ICAM1*, *CSF2, TREM1*, *CD40*) were related to M1 macrophage activation, and the downregulated gene *CD36* was related to M2 macrophages (Supplementary Table S1).

**Table 1:** Top 20 canonical pathways in *M. intracellulare*-infected canine MDMs as determined by comparison analysis of IPA. The canonical pathways are indicated by the z-score determined from the pathway activation analysis.

Canonical pathways	6 h	24 h	72 h
Role of IL-17F in allergic inflammatory airway diseases	3	2.714	2.333
IL-6 signaling	2.84	1.807	2.668
TREM1 signaling	3.578	2.828	0.688
HMGB1 signaling	2.524	2	2.183
LXR/RXR activation	− 1.789	− 2.673	− 2.183
Th17 activation pathway	2.236	1.633	2.333
Hepatic fibrosis signaling pathway	3.087	0.169	2.412
FAT10 cancer signaling pathway	2.449	0.816	2.236
PPARα/RXRα activation	− 1.897	− 1.265	− 2.309
Renin–angiotensin signaling	2.121	1.667	1.667
Cholecystokinin/gastrin-mediated signaling	2.53	1.667	1.155
Role of pattern recognition receptors in recognition of bacteria and viruses	2.887	1.732	0.535
PPAR signaling	− 1.155	− 2.333	− 1.604
CD28 signaling in T helper cells	1.633	1.633	1.667
MIF-mediated glucocorticoid regulation	2.236	1.342	1.342
CD40 signaling	2	1.134	1.633
Osteoarthritis pathway	2.357	1.414	0.943
Cardiac hypertrophy signaling (enhanced)	1.512	1.633	1.567
IL-23 signaling pathway	2	0.447	2.236
Dendritic cell maturation	3.838	0	0.816

The pathways were also involved in the induction of the T cell response. The activated pathways TREM1 Signaling, HMGB1 Signaling and Dendritic Cell Maturation were associated with the Th1 response, and other activated pathways (Role of Th17F in Allergic Inflammatory Airway Diseases, IL-6 Signaling, Th17 Activation Pathways, IL-23 Signaling Pathway) were related to the Th17 response. In addition, the inactivated pathways (LXR/RXR Activation, PPARα/RXRα Activation, PPAR Signaling) were involved in the inhibition of the Th17 response. 

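*PTGS2* had no read in the noninfected libraries at 6 h and was at least 8370-fold higher in infected MDMs (log2 fold change 14.83, adjusted p = 0.0295 from limma), with 121590 and 13680 reads in the infected libraries and a limit of 3800-fold without infected replicate 1. Its call was lost without noninfected replicate 1 (0.0959), noninfected replicate 2 (0.123) or infected replicate 1 (0.136), and its rises of 7.99 at 24 h and 5.60 at 72 h had adjusted p values of 0.464 and 0.546. *CXCL8* passed both thresholds at each time point, with log2 fold changes of 6.60, 5.96 and 7.76 (standard error 0.90) and adjusted p values from limma of 0.0109, 0.0328 and 0.00528. Its mean in infected MDMs was 14.27 ± 0.91 at 6 h, 11.68 ± 0.98 at 24 h and 10.75 ± 0.47 at 72 h, against 7.68 ± 0.69, 5.72 ± 1.83 and 2.99 ± 0.21 in noninfected MDMs (SD, n = 2 libraries). The adjusted p at 6 h was 0.0552 without infected replicate 1, and that at 24 h was 0.0562 without noninfected replicate 1 and 0.059 without infected replicate 1. The adjusted p of *CXCL8* with the difference at 0 h subtracted was 0.116, 0.193 and 0.057 at 6, 24 and 72 h, and that of *PTGS2* at 6 h was 0.142. *S100A8* rose by 1.71 at 6 h (adjusted p = 0.974 in limma) and by 8.91 at 24 h (adjusted p = 0.0235 in limma). It had no read in the noninfected libraries at 72 h, where it was at least 422-fold higher in infected MDMs (adjusted p = 0.0084 from limma), or 274-fold without infected replicate 2. Its adjusted p was 0.174 at 24 h and 0.1 at 72 h with the difference at 0 h subtracted. *CD80* had no read in the noninfected libraries at 6 h and was at least 643-fold higher in infected MDMs (log2 fold change 11.34, adjusted p = 0.00462 from limma). The noninfected libraries at 0 h held 273 and 629 reads of *CD80*, and its fall from 0 h to 6 h in noninfected MDMs also passed both thresholds (log2 fold change -9.03, adjusted p = 0.0286 from limma). Against noninfected MDMs at 0 h, the rise of *CD80* at 6 h was 2.31 (adjusted p = 0.713 in limma), that of *CXCL8* was 4.69 (0.065) and that of *PTGS2* was 12.69 (0.065), and at 24 h that of *CXCL8* was 2.10 (0.948). Against noninfected MDMs of the same time point, *CD80* rose by 1.91 at 24 h and by 6.46 at 72 h (adjusted p = 0.0852 in limma, 0.00408 and 4.04e-05 without noninfected replicates 2 and 3, 0.0024 with quantile normalization again and 0.034 with the entries at 0 left out). *CCL7* rose by 3.38, 3.81 and 5.83, with adjusted p values of 0.424, 0.414 and 0.101, and passed at 72 h without infected replicate 1 (0.0193). Its noninfected libraries at 72 h held 0 and 2 reads, which gives the ratio a counting interval of 66.1 to 2010. Averaged over the 3 time points, the difference in *CCL7* was 4.34 (adjusted p = 0.011 from limma). Values in noninfected MDMs also moved with time. From 0 h to 72 h, the log2 fold changes of *S100A8*, *CCL7*, *CD80* and *CXCL8* in noninfected MDMs were -9.49, -6.92, -6.74 and -6.59 (adjusted p = 0.00613, 0.0226, 0.0339 and 0.00949 from limma). Against noninfected MDMs at 0 h, the differences in infected MDMs at 72 h were -0.19, -1.08, -0.27 and 1.16.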

Of the molecules expressed in these pathways, Th1/Th17 cell response-related molecules (*CCL3*, *CCL4*, *CCL5*, *CCL7*, *IL1B*, *IL6*, *CSF2*, *CXCL8*, *ICAM1*, *S100A8*, *PTGS2*, *CD40*, *CD80*) were commonly upregulated during *M. intracellulare* infection. However, *IL15*, which is known to be related to the Th1 cell response, was inactivated (Supplementary Table S1).

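*IL15* had no read in any of the 8 infected libraries, those of 0 h included. The noninfected libraries held 98 and 18 reads at 0 h, 77 and 0 at 6 h, 84 and 0 at 24 h, and 34 and 43 at 72 h. *IL15* was at least 19.2-fold lower in infected MDMs at 0 h, 22.9-fold at 6 h, 10.2-fold at 24 h and 6.05-fold at 72 h, and the limit at 0 h was 5.11-fold without noninfected replicate 1. The fitted log2 fold changes were -5.76, -3.42, -3.08 and -4.32, with adjusted p values from limma of 1, 1, 1 and 0.775. The values at 6 and 24 h each rest on the reads of 1 noninfected library, and with infected libraries at 0 throughout, these limits do not tell whether the difference at 6, 24 or 72 h was larger or smaller than at 0 h.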

### Canine macrophages differentiate into M1-like macrophages after *M. intracellulare* infection

After identifying the commonly expressed pathways, at 6 h, 24 h, and 72 h, each pathway was analyzed in relation to macrophage activation. Pathways were trimmed based on significance $$[ { - log ( {p{\text{-}}value} ) \ge 1.3} ]$$ (Supplementary Table S2, Supplementary Table S3, Supplementary Table S4). The activation status was predicted by the z-score. Figure 1A shows that most M1 macrophage-associated pathways were activated, whereas Fig. 1B shows that M2 macrophage-associated pathways were negatively regulated or inactivated. 

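For the 38 M1 and 16 M2 pathways of Table S5, the z-scores of its 3 blocks are those of Tables S2, S3 and S4 for all 54 pathways, so the blocks were read as 6, 24 and 72 h. Over the 114 results of M1 pathways, 86 had more molecules higher than lower in infected MDMs, 18 had more lower and 10 were tied. Over the 48 results of M2 pathways, these numbers were 31, 12 and 5. The sign of the up-minus-down number was that of the paper's z-score in 80 of the 103 M1 results with a z-score other than 0 (77.7%), where unrelated signs with the same numbers above and below 0 would agree in 69.0%. For the M2 pathways it was so in 26 of 45 (57.8%, and 46.8% for unrelated signs). Pathways share molecules, so no interval or test is given with these shares. Over the M1 and M2 pathways together the share was 71.6% (60.6% for unrelated signs), and it was 60.1% with noninfected MDMs at 0 h as the reference, 57.4% with the difference at 0 h subtracted and 63.5% without infected replicate 1 at 72 h. With limma's camera, 48 M1 results passed an adjusted p of 0.05 toward higher and 2 toward lower values in infected MDMs, and 11 M2 results passed toward higher and 1 toward lower values. In a count of molecules with a read in at least 1 of the 4 libraries compared, chosen after seeing the data, 87 M1 results had more molecules one way both at their own time and at 0 h, the same way at 0 h in 31 and the opposite way in 56. From the z-scores, the paper states that most M1 pathways were activated and that M2 pathways were negatively regulated or inactivated (Fig. 1).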

The grey boxes in Supplementary Table S5 indicate pathways that were continuously activated or inactivated throughout *M. intracellulare* infection. However, some pathways were not consistent with the M1 activation states. In particular, apoptosis-related pathways (Apoptosis Signaling, Myc Mediated Apoptosis Signaling, Induction of Apoptosis by HIV1, Production of Nitric Oxide and Reactive Oxygen Species in Macrophages) were negatively regulated over time. 

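The molecules listed for the apoptosis-related pathways were counted by direction, which gives no activation state. Of those listed for Myc Mediated Apoptosis Signaling, 5 of 10 were higher in infected MDMs at 6 h, 7 of 8 at 24 h and 4 of 8 at 72 h. The median log2 fold changes were 0.20, 0.92 and -0.57 (0.21, 0.92 and -0.13 with genes at their limit). The 24 h value passed in limma's camera (adjusted p = 0.0206), and not with any 1 of the 4 libraries of 24 h left out (0.0832 to 0.537), with the difference at 0 h subtracted (0.0689), with noninfected MDMs at 0 h as the reference (0.203), with the entries at 0 left out (0.102) or with fry (0.108). The 6 h value passed without infected replicate 1 (3.98e-05) and with noninfected MDMs at 0 h as the reference (0.0435), and its median lay between -0.62 and 0.87 with 1 library of 6 h left out. Induction of Apoptosis by HIV1 had 7 of 8, 4 of 6 and 6 of 10 molecules higher, with medians of 3.2, 1.29 and 1.15. Its camera adjusted p values were 0.000601, 0.0318 and 0.294, and its 24 h value did not pass with any 1 library of 24 h left out (0.0925 to 0.444), with the difference at 0 h subtracted (0.331), with only the libraries of 24 h (0.152), with noninfected MDMs at 0 h as the reference (0.104), with the entries at 0 left out (0.129) or with fry (0.128). With each library centred on the median of all genes, its adjusted p at 6 h was 0.427. Production of Nitric Oxide and Reactive Oxygen Species in Macrophages had 14 of 21, 6 of 15 and 11 of 22 molecules higher, with medians of 1.71, -1.07 and -0.27 (1.14, -0.79 and 0.29 with genes at their limit). Its adjusted p values were 0.00641, 0.204 and 0.976, and the 6 h value did not pass without noninfected replicate 1 (0.124) or noninfected replicate 2 (0.86), and was 0.957 with that centring. At 72 h its molecules were tied and median and camera differed in sign.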

The Apoptosis Signaling pathway was predicted to be inactivated throughout the infection.

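Apoptosis Signaling had 10 of 13 listed molecules higher in infected MDMs at 6 h, 8 of 13 at 24 h and 9 of 16 at 72 h. The median log2 fold changes were 1.61, 1.04 and 0.63 (1.54, 0.80 and 0.64 with genes at their limit), and the mean at 72 h was -0.03. The camera adjusted p values were 0.00133, 0.0654 and 0.534, toward higher values at each time point. Without infected replicate 2 at 6 h, the adjusted p at 6 h was 0.0677. With each library centred on the median of all genes, the adjusted p was 0.673 at 6 h and 0.00259 at 24 h. With values without a read counted as 0, chosen after seeing the data, the infected libraries did not overlap the noninfected ones for 4 molecules at 6 h, 4 at 24 h and 3 at 72 h.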

**Figure 1:**
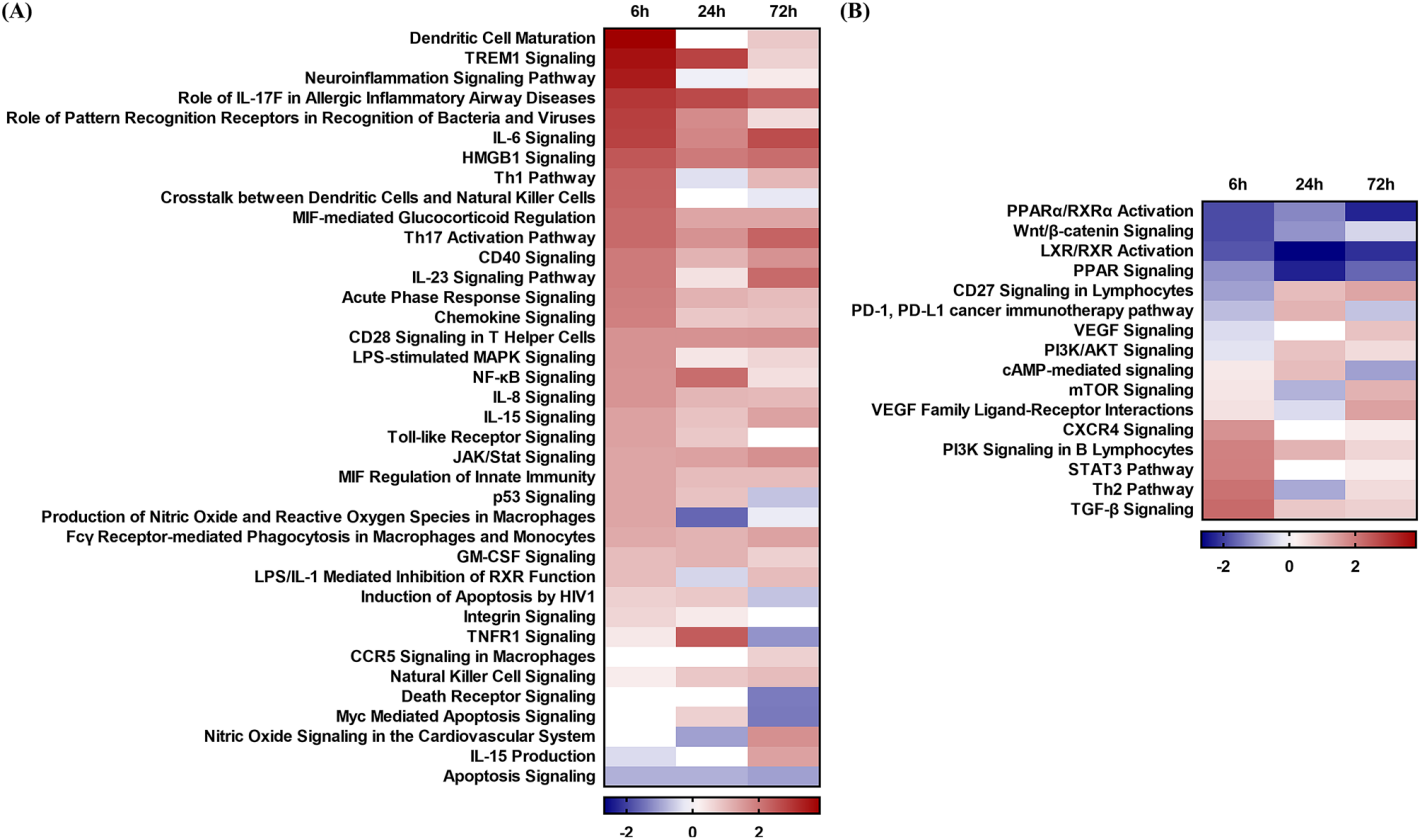
Heatmap of the canonical pathways related to macrophage activation in canine MDMs infected with *M. intracellulare*. The heatmap displays the canonical pathways related to (**A**) M1 macrophage and (**B**) M2 macrophage polarization. The color gradient reflects the predicted directions based on the z-score, where blue represents inhibition and red represents activation.

Because of this discrepancy with the characteristics of classical M1 macrophages, macrophage activation-related genes were quantified by RT-qPCR during 72 h of infection. The expression levels of M1 macrophage markers (*IL-23*, *IL-1β*, *IL-6*, *TNF-α*, *IDO1*) were significantly upregulated in *M. intracellulare*-infected MDMs compared to noninfected MDMs (Fig. 2A). In contrast, M2 macrophage markers did not show any significant changes during *M. intracellulare* infection (Fig. 2B). An invasion assay also showed that *M. intracellulare* replicated in canine MDMs after infection. The amount of intracellular *M. intracellulare* increased after 5 days of infection (Supplementary Fig. S1). These results indicate that apoptosis signaling was inactivated despite the M1 markers being upregulated during the infection.

**Figure 2:**
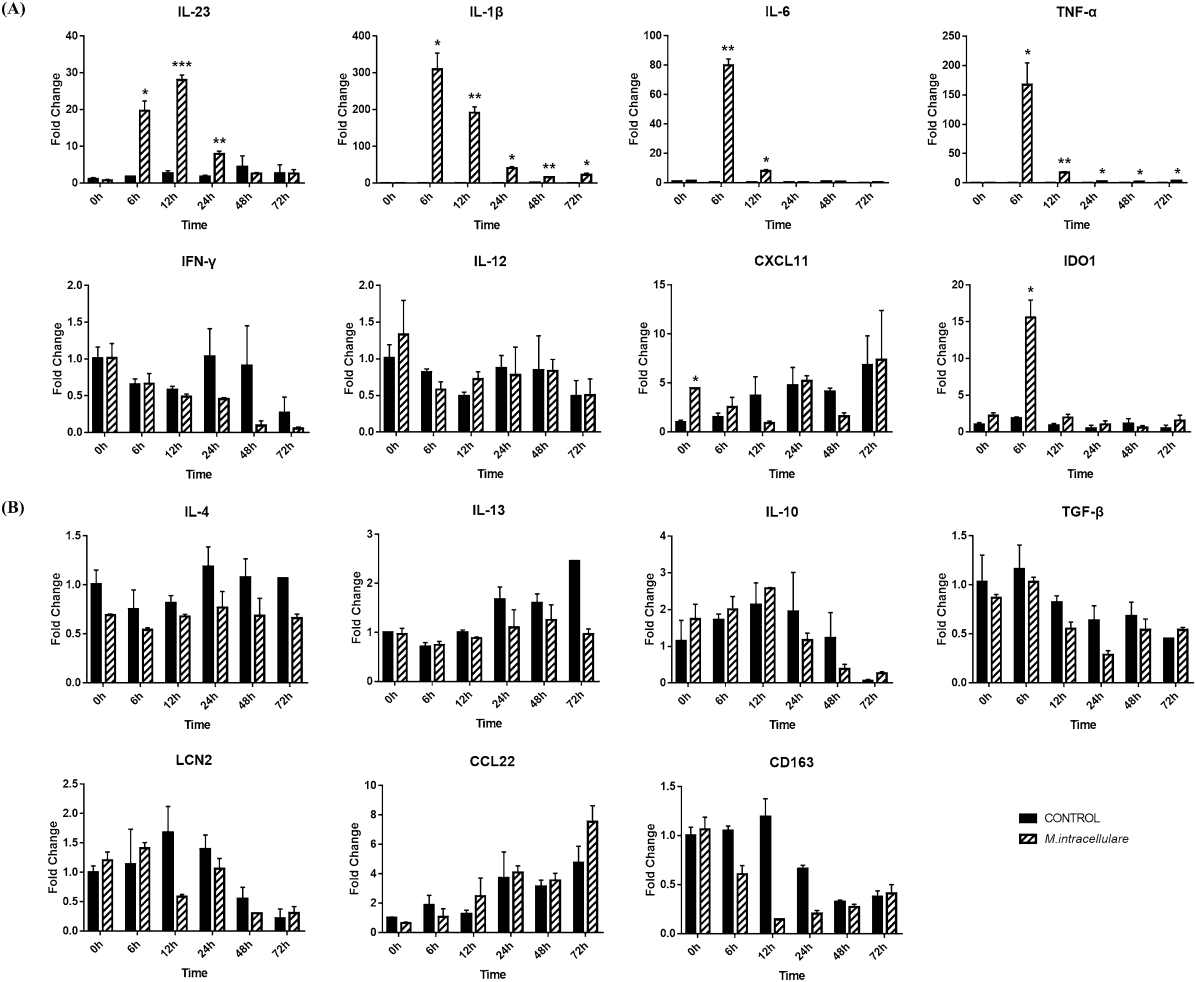
Gene expression analysis of canine MDMs infected with *M. intracellulare*. The expression level of genes related to (**A**) M1 and (**B**) M2 macrophages is presented as fold-change in mRNA expression. The mRNA expression was analyzed chronologically after canine MDMs were infected with *M. intracellulare* for 0–72 h. The mRNA expression in noninfected cells at 0 h was given a value of 1 as a reference for fold-change in expression. Each bar represents the mean ± SEM from three independent experiments in individual dogs. *p < 0.05, **p < 0.01, and ***p < 0.001.

### *M. intracellulare*-infected canine macrophages produce molecules to induce the T helper cell response

Analysis of pathways commonly activated during infection showed that macrophages induce Th1 and Th17 responses upon *M. intracellulare* infection. Most of the molecules upregulated in that pathway were also associated with both Th1 and Th17 responses, although some molecules involved in the Th1 response were downregulated. To specifically identify the expression of genes that induce Th1/Th17 cell responses, the activation states of the Th1 Pathway and Th17 Activation Pathway were analyzed. The Th1 Pathway was activated at only 6 and 72 h $$( {z{\text{-}} score;\,\, 6\,h = 2.333,\,\, 24\,h = - 0.333,\,\, 72\,h = 1.069} )$$ by upregulated genes (*CD40*, *CD80*, *ICAM1*, *IL-6*, *NF-κB*) (Fig. 3A, Supplementary Table S2, Supplementary Table S3, Supplementary Table S4). On the other hand, the Th17 Activation Pathway was activated throughout *M. intracellulare* infection $$( {z{\text{-}} score;\,\,6\,h = 2.236,\,\, 24\,h = 1.633,\,\, 72\,h = 2.333} )$$ because Th17-associated molecules (*CSF2*, *IL-1B*, *IL-6*) were upregulated (Fig. 3B, Supplementary Table S2, Supplementary Table S3, Supplementary Table S4). These results were also confirmed by analysis of the expression of particular genes by RT-qPCR. 

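Of the molecules listed for the Th1 Pathway, 9 of 12 were higher in infected MDMs at 6 h, 5 of 12 at 24 h and 9 of 16 at 72 h. The median log2 fold changes were 2.51, -1.79 and 0.50, and the mean at 72 h was 0.01. With genes at their limit, the medians were 2.52, -1.78 and 0.50. In limma's camera, only the 6 h value passed (adjusted p = 2.73e-07), and those at 24 and 72 h had adjusted p values of 0.168 and 0.684. With each library centred on the median of all genes, the 6 h value did not pass either (0.0981), which may reflect the entries at 0 and not these molecules. Without infected replicate 1 at 72 h, the adjusted p at 72 h was 0.0276, and with 1 library of 72 h left out the median lay between -0.25 and 0.31. At 0 h, 2 of the 12 molecules listed at 6 h were higher in infected MDMs. *NFKB1* was 9.86 ± 0.60 in infected and 6.51 ± 0.65 in noninfected MDMs at 6 h (SD, n = 2 libraries), a log2 fold change of 3.35 (adjusted p = 0.661 in limma). Its rises of 0.80 at 24 h and 1.49 at 72 h lay within overlapping libraries and were -1.68 and -0.98 with the difference at 0 h subtracted. The differences between time points did not pass over all genes for *CD40*, *CD80*, *ICAM1*, *IL6* or *NFKB1*. Adjusted over the genes named in the text alone, that of *CD80* between 24 h and 6 h (-9.43) had an adjusted p of 0.00364 in limma. Some of these genes were picked for large differences in the same libraries, which makes this adjustment easier to pass.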

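Of the molecules listed for the Th17 Activation Pathway, 4 of 5 were higher in infected MDMs at 6 h, 4 of 6 at 24 h and 7 of 9 at 72 h. The median log2 fold changes were 8.54, 1.70 and 1.52, or 6.51, 1.00 and 1.52 with genes at their limit. In limma's camera, the adjusted p values were 1.03e-07, 0.0434 and 0.0147, and with fry they were 1.23e-06, 0.00151 and 0.00348. With the correlation estimated from the data, they were 0.00239, 0.128 and 0.0837. The camera value at 24 h did not pass with any 1 of the 4 libraries of 24 h left out (0.125 to 0.567). The value at 72 h did not pass without noninfected replicate 2 (0.359), noninfected replicate 3 (0.0911) or infected replicate 2 (0.107). With the entries at 0 left out of the fit, the adjusted p values at 24 and 72 h were 0.172 and 0.0956, and with only the libraries of the time point 0.275 and 0.115. With the difference at 0 h subtracted, that at 24 h was 0.313, and with noninfected MDMs at 0 h as the reference, that at 72 h was 0.156. *CSF2* was at least 17.6-fold higher in infected MDMs at 24 h and at least 4.77-fold higher at 72 h, *IL1B* at least 5.99-fold higher at 72 h, and *IL6* at least 2.29-fold higher at 24 h and 25.9-fold higher at 72 h. The number of reads behind these values in the infected libraries at 72 h was 12 and 1 for *CSF2*, 12 and 5 for *IL1B* and 0 and 85 for *IL6*, so that *IL6* at 72 h rests on infected replicate 2, without which its log2 fold change was 0.02. Without infected replicate 1, the limit of *IL1B* at 72 h was 3.05-fold and that of *IL6* at 24 h 1.03-fold, and *CSF2* at 72 h was at or under the limit of 3 reads in both groups. The fitted difference in *IL1B* changed by -7.72 on the log2 scale from 6 h to 72 h. Its adjusted p in limma was 0.0974 over all genes and 0.00463 over the named genes alone, with the same limit on that adjustment. With no read in the noninfected libraries at either time, both folds are lower limits and cannot be ranked. The infected libraries held 9406 and 837 reads of *IL1B* at 6 h and 12 and 5 at 72 h. From the upregulation of *CSF2*, *IL1B* and *IL6*, the paper concludes that the Th17 Activation Pathway was activated throughout infection.

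**Figure D3:**
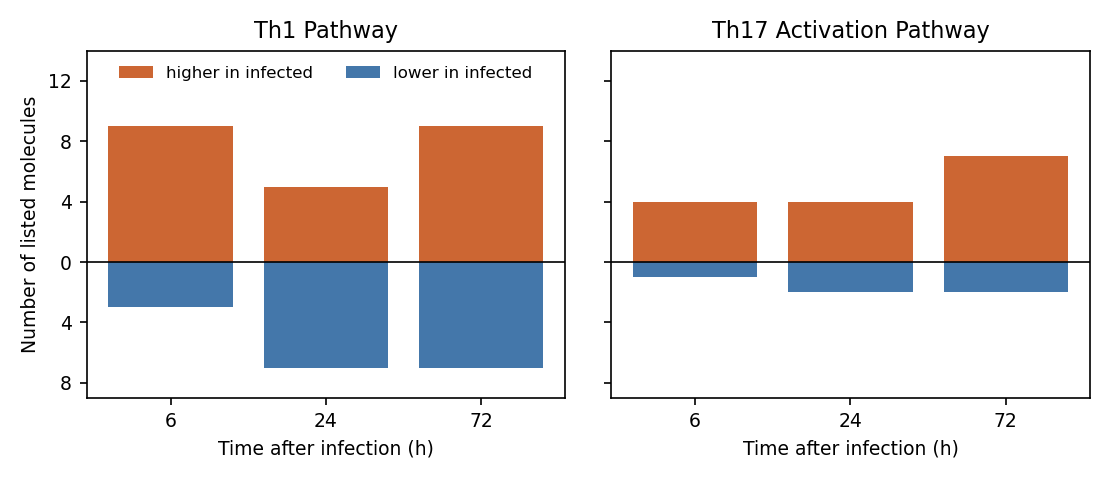
Number of molecules listed for the Th1 Pathway (left) and the Th17 Activation Pathway (right) that were higher (above the line) or lower (below it) in infected than in noninfected MDMs, by time after infection in h. The Th1 Pathway has 9 higher and 3 lower molecules at 6 h and 5 higher and 7 lower at 24 h, and the Th17 Activation Pathway has more higher than lower molecules at each time point.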

Gene expression profiling revealed that the expression of the *IL-23*, *IL-1β*, and *IL-6* genes, which induce Th17 cell polarization, was significantly increased compared to that in the control group. Among Th1-related genes (*IFN-γ*, *TNF-α*, *IL-12*), only TNF-α showed significantly increased expression. Th2 (*IL-4*, *IL-13*) and Treg (*IL-10*, *TGF-β*)-related genes did not show significantly increased expression in canine MDMs infected with *M. intracellulare* (Fig. 2).

**Figure 3:**
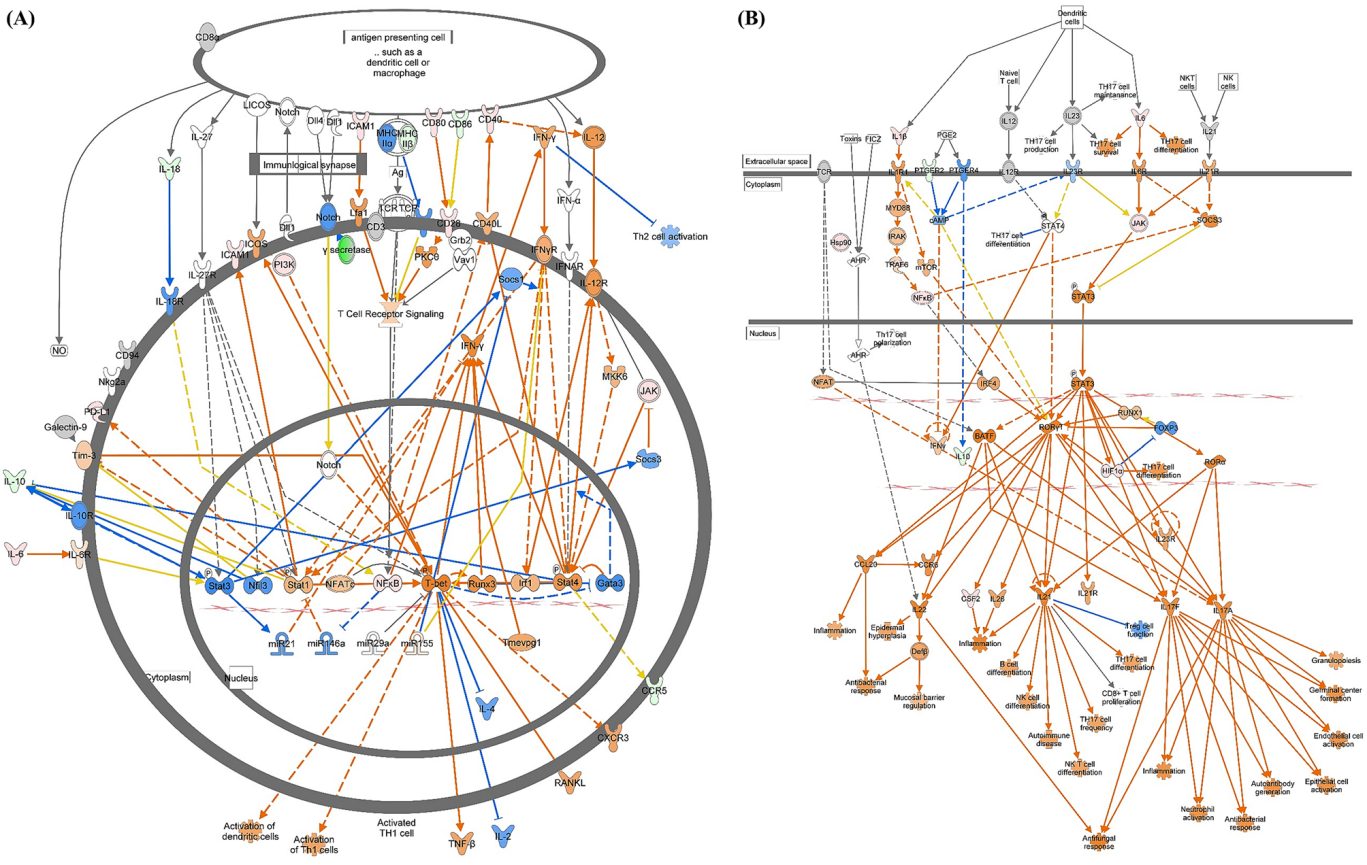
Ingenuity pathway analysis of the T helper cell response in *M. intracellulare*-infected canine MDMs. (**A**) The Th1 Pathway and (**B**) Th17 Activation Pathway were expressed at 72 h post infection. The individual nodes represent proteins with relationships represented by edges. The red and green colors indicate up- and downregulation based on the expression values, respectively. The activation states by z-scores are shown as follows: orange indicates activation, blue indicates inactivation, and uncolored nodes indicate genes that were not differentially expressed in this pathway.

### Th17 cell response in canine lymphocytes co-cultured with MDMs after *M. intracellulare* infection

Lymphocytes were co-cultured for 6 days with autologous MDMs infected for 24 h with *M. intracellulare* to investigate the T cell response (Fig. 4A). T cells were enriched mainly after 5 days of co-culture (Fig. 7A, Supplementary Fig. S2). Gene expression profiling of co-cultured lymphocytes showed that Th17-related genes (*IL-1β*, *IL-17*) were significantly upregulated compared to the control (Fig. 4B). In particular, the gene expression of IL-17 was highest among cytokines associated with subsets of CD4^+^ helper T cells. Other cytokines associated with Th1 (*IFN-γ*, *IL-12*), Th2 (*IL-4*, *IL-13*), and Tregs (*IL-10*, *TGF-β*) were not significantly upregulated except for *TNF-α*. However, *TNF-α* was significantly expressed only at 12 h, and the expression level was also very low $$( {fold\, change = 1.007 \pm 0.117} )$$. We then analyzed the supernatants of lymphocytes with ELISA to confirm the production of cytokines (Fig. 5). All cytokines related to subsets of CD4^+^ helper T cells were secreted upon *M. intracellulare* infection, except the cytokines related to Th2. Th17-related cytokines (IL-17A, IL-1β) expressed higher than other cytokines produced in Th1 cells (TNF-α, IFN-γ) and Tregs (IL-10).

**Figure 4:**
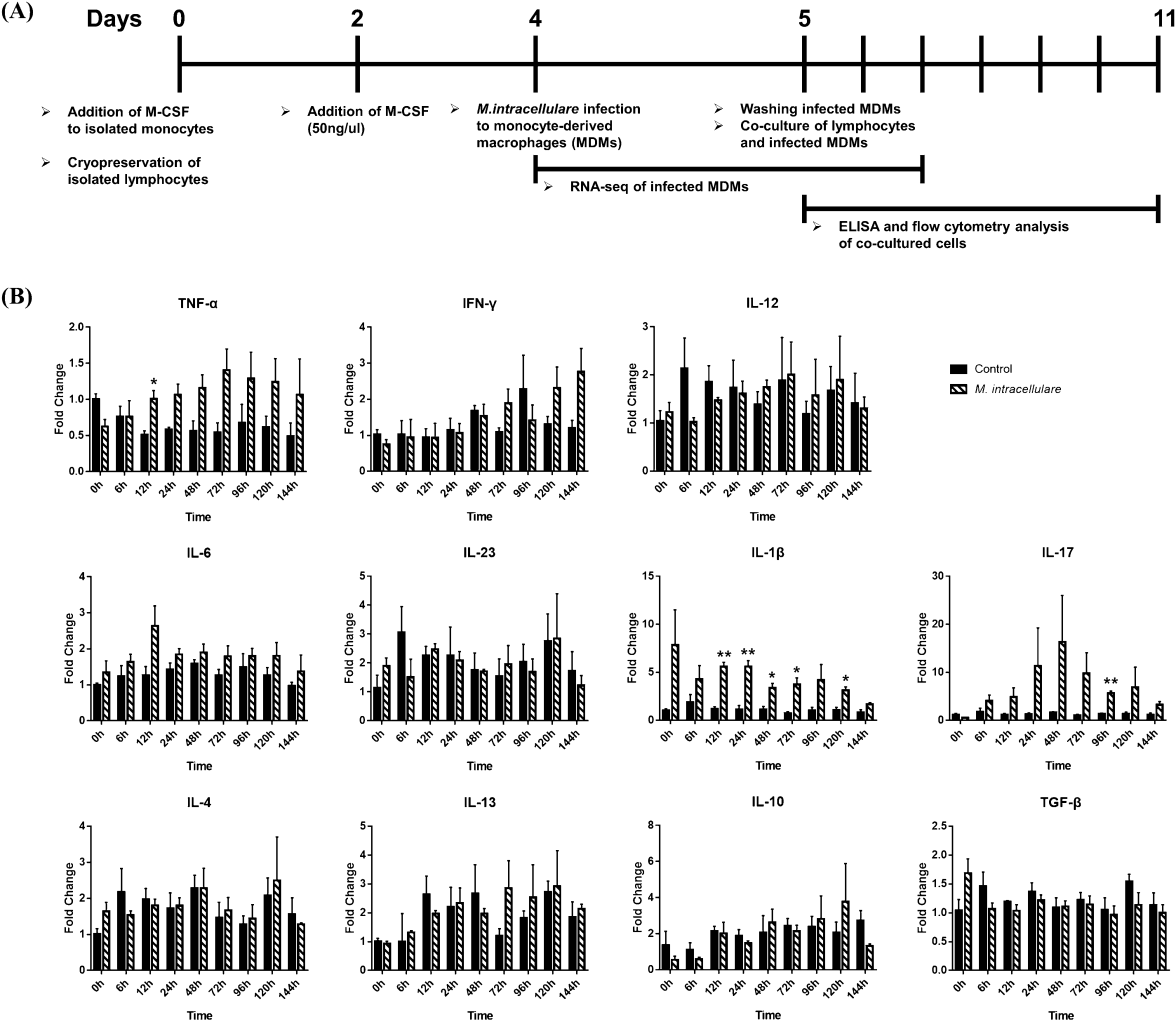
Differential cytokine expression in mRNA level of monocyte-depleted PBMCs co-cultured with *M. intracellulare*-infected canine MDMs. (**A**) Flowchart of co-culture experiment for the T helper cell response. (**B**) The cytokines TNF-α, IFN-γ, and IL-12 (Th1); IL-4 and IL-13 (Th2); IL-6, IL-23, IL-1β, and IL-17 (Th17); and IL-10 and TGF-β (Treg) were quantified based on their fold changes of the mRNA expression in canine monocyte-depleted PBMCs co-cultured with *M. intracellulare*-infected MDMs. The mRNA expression in non-infected cells at 0 h was given a value of 1 as a reference for fold change in expression. Each bar represents the mean ± SEM from three independent experiments in individual dogs. *p < 0.05, **p < 0.01.

**Figure 5:**
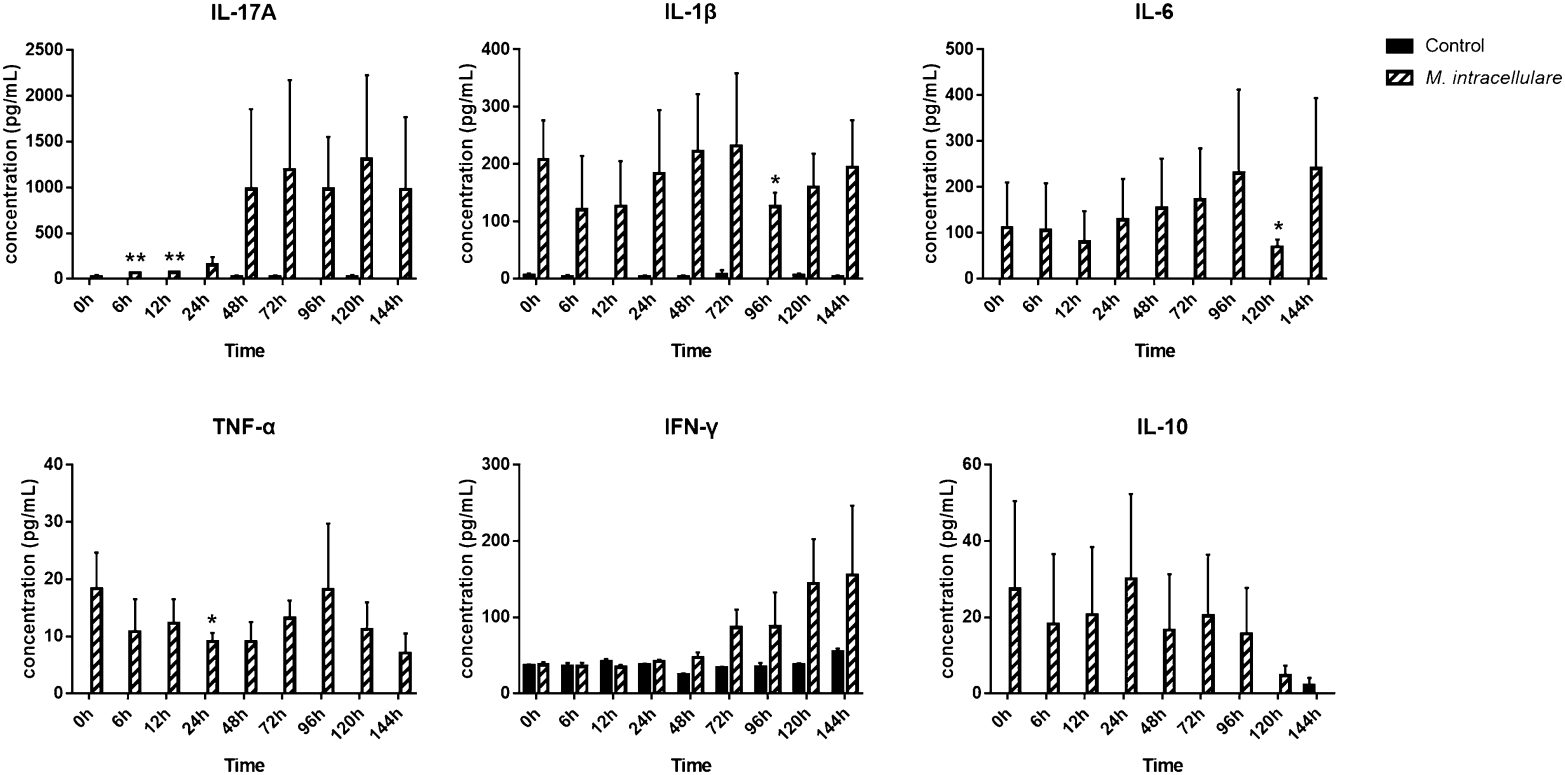
Cytokine expression in canine monocyte-depleted PBMCs co-cultured with canine MDMs after *M. intracellulare* infection. The concentration of IL-17A, IL-1β, IL-6, TNF-α, IL-12, IFN-γ, IL-10, and IL-4 was determined by ELISA. IL-4 and IL-12 were not detected. Cytokine expression in noninfected cells at each time point was used as a control. Each bar represents the mean ± SEM from three independent experiments in individual dogs. *p < 0.05, **p < 0.01.

T cell responses according to *M. intracellulare* were identified at a single-cell level using flow cytometry. To confirm the impact of *M. intracellulare* infected MDMs, canine lymphocytes were co-cultured with non-autologous MDMs infected with *M. intracellulare* for five days (Fig. 6). CD4^+^ T cells in the co-cultured cells were analyzed for the Th17 responses (Supplementary Fig. S3). The canine CD4^+^ T cells polarized moderately to IL-17-producing cells by *M. intracellulare*-infected MDMs independent of T cell receptor recognition (Fig. 6A). Next, lymphocytes were co-cultured with the non-autologous MDMs by replacing the antigenic recognition with the anti-CD3 antibody. The canine CD4^+^ T cells were highly polarized to IL-17-producing cells by replacing MHC recognition. The IL-17 expression was confirmed in lymphocytes co-cultured with infected MDMs treated with anti-CD3 antibody compared to the isotype control and in lymphocytes co-cultured with non-infected MDMs treated with anti-CD3 antibody (Fig. 6D). The IL-17 expression was confirmed in the other two individual canine lymphocytes by comparing the percentage and mean fluorescence intensity (Fig. 6B,C). For validating the antigenic specificity of T cell response, lymphocytes were co-cultured with autologous MDMs, which were non-infected or infected with *M. intracellulare*, and treated with LPS (Fig. 7A). The percentage of IL-17A-producing CD4^+^ T cells specific to *M. intracellulare* was higher than those of IFN-γ-producing CD4^+^ T cells (Fig. 7B). The production of IFN-γ from CD4^+^ T cells was hardly observed in the response by *M. intracellulare*-infected MDMs (Figs. 6, 7). Of note, IFN-γ produced by CD4^+^ T cells was confirmed by stimulation with lipopolysaccharide (Supplementary Fig. S4). Overall, *M. intracellulare* activated macrophages to M1-like phenotype, and *M. intracellulare*-infected macrophages polarized CD4^+^ T cells to Th17 cells.

**Figure 6:**
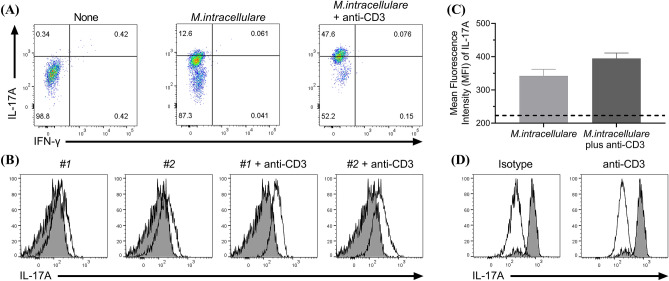
IL-17- and IFN-γ-producing CD4^+^ T cells according to *M. intracellulare* infection and anti-CD3 stimulation. (**A**) Representative frequency of IL-17- or IFN-γ- producing canine CD4^+^ T cells in untreated lymphocytes (left), co-cultured with *M. intracellulare*-infected non-autologous MDMs (middle) or co-cultured with *M. intracellulare*-infected non-autologous MDMs with the anti-CD3 antibody (right). (**B**) Canine CD4^+^ T cells were co-cultured with *M. intracellulare*-infected non-autologous MDMs (#1, #2) and activated with anti-CD3 antibody (#1 + anti-CD3, #2 + anti-CD3). IL-17-expressing CD4^+^ T cells was analyzed by comparing untreated lymphocytes (filled). (**C**) The mean fluorescence intensity of IL-17 in co-cultured CD4^+^ T cells with *M. intracellulare*-infected non-autologous MDMs without (*M. intracellulare*) or with anti-CD3 antibodies (*M. intracellulare* plus anti-CD3), respectively. A dotted line indicates the expression of IL-17 in untreated lymphocytes. (**D**) In co-cultured with *M. intracellulare*-infected non-autologous MDMs with the anti-CD3 antibody, IL-17-expressing CD4^+^ T cells was analyzed by comparing isotype control (left). The co-cultured cells with non-infected MDMs with anti-CD3 antibody were used as a control (right).

**Figure 7:**
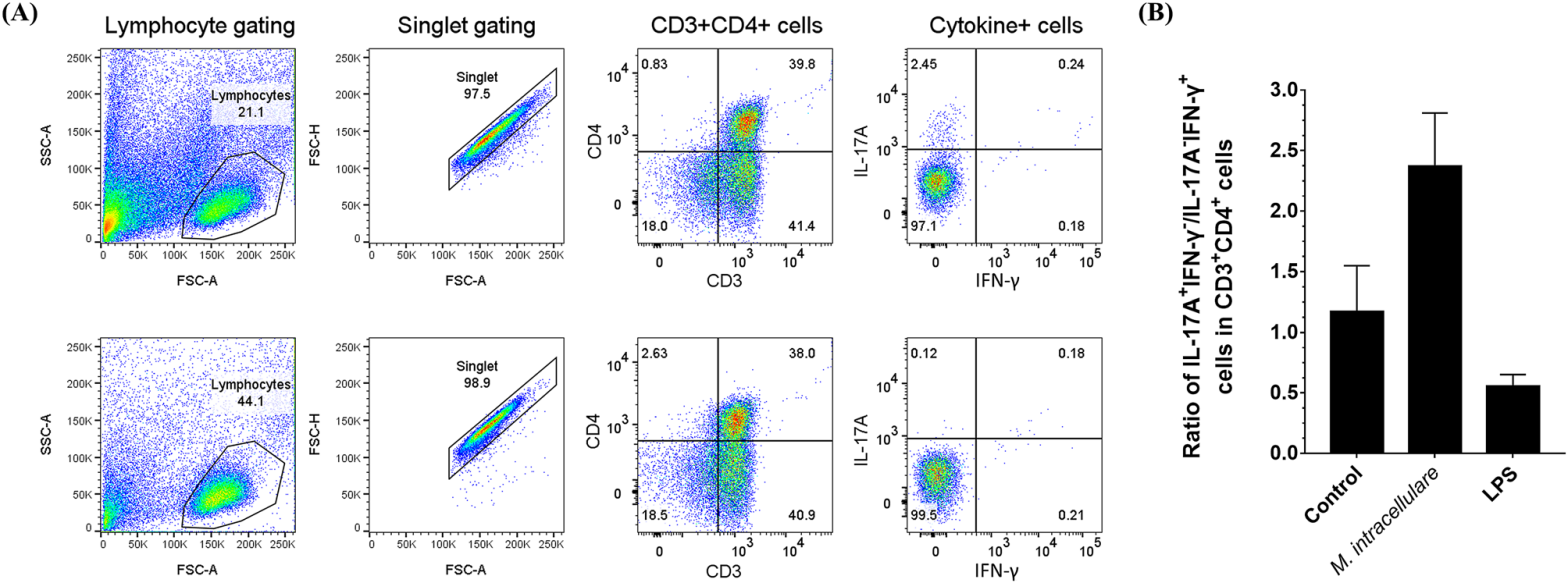
IL-17- and IFN-γ-producing cells among canine CD4^+^ T cells in response to *M. intracellulare*. (**A**) Example of the flow cytometry gating strategy of IL-17- or IFN-γ- producing canine CD4^+^ T cells co-cultured with *M. intracellulare*-infected MDMs for 5 days (upper row) or noninfected MDMs (lower row). (**B**) Bar graph presenting the ratio of the proportion of IL-17-producing CD4^+^ T cells to IFN-γ-producing CD4^+^ T cells. Monocyte-depleted PBMCs were co-cultured with noninfected (control), *M. intracellulare*-infected, or LPS-stimulated MDMs. Each bar presents the mean ± SEM from five individuals.

## Discussion

*Mycobacterium avium* complex has been highlighted as an emerging opportunistic intracellular pathogen that is ubiquitous in the environment, often leading to high rates of host–pathogen contact. In the case of dogs, it has been reported that domestic dogs are more susceptible to mycobacteriosis caused by MAC^3^. Therefore, it is important to investigate the MAC infection in dogs not only for treatment and diagnosis but also to prevent potential zoonotic risk. However, the susceptibility and pathogenicity of MAC in dogs have been remained to be revealed because of the difficulty to evaluate the canine immune response in vitro. Therefore, we investigated the canine immune response against *M. intracellulare* infection by co-culture systems of canine T helper cells and MDMs. Our study showed that susceptibility and inflammatory responses to *M. intracellulare* in dogs were regulated by Th17 cells driven by M1-like macrophage activation.

Transcriptome analysis showed that MDMs were activated to the M1-like macrophage state and secreted cytokines to induce Th1/Th17 cell responses to *M. intracellulare* infection. Top 20 canonical pathways showed that M1 macrophage-related pathways were activated, while M2 macrophage-related pathways were negatively modulated. These pathways were modulated by commonly expressed molecules at 6, 24, and 72 h. Among the molecules, chemokines (*CCL3*, *CCL4*, *CCL5*) and cytokines (*IL6*, *IL1B*) are known to induce M1 macrophage polarization in response to mycobacterial infection. *Mycobacterium*-infected macrophages secrete these proinflammatory mediators that play a key role in leukocyte recruitment^20^. These molecules induce protective immune responses upon M1 polarization^21^. *ICAM1* is an adhesion molecule whose expression is increased by proinflammatory cytokines in an NF-κB-dependent manner^22^. *ICAM1* has been reported to regulate macrophage activation by inhibiting M2 polarization^23^. Proinflammatory cytokines also induce *CSF2*, which activates the expression of cytokines and chemokines to enhance macrophage differentiation to the M1 state^24,25^. *TREM1* increases *IL-1β* production through M1 macrophages as a key player in protective innate immunity during MAC infection^26,27^. *CD40* is a representative marker of M1 macrophages involved in antibody isotype switching and vascular inflammation^28^. Conversely, the M2 macrophage marker *CD36* was downregulated during *M. intracellulare* infection. *CD36* regulates the nuclear receptor *PPARγ* as a class B scavenger receptor for the endocytosis of triacylglycerol-rich lipoprotein particles^29^. *PPARγ* enhances the M2 macrophage response, and lipid modification and repair are fundamental properties of M2 macrophage function^30^.

After identifying the pattern of the immune response by the top 20 canonical pathways, the significantly expressed pathways were analyzed in relation to macrophage activation. The activation states of these pathways showed that most M1 activation-related pathways were activated and they are known to be involved in proinflammatory and protective immune responses against bacterial invasion. On the other hand, M2 activation pathways were negatively modulated and these pathways are related to modulating the nuclear receptor known to enhance M2 activation^29,30^. However, some of the identified pathways were not consistent with the M1 activation state. Especially, apoptosis-related pathways were negatively regulated during the infection. Nevertheless, these states might help explain the reported properties of MAC after macrophage invasion. MAC members are known to replicate within macrophages by preventing apoptotic cell death induced by extrinsic or intrinsic apoptotic pathways^31–33^. Our results also showed that the amount of *M. intracellulare* was increased after 6 days of invasion. However, further study needs to identify the apoptosis of canine macrophages is inhibited by intracellular *M. intracellulare*. These results differ from the classic M1 phenotype known to have a bactericidal function but are consistent with the MAC characteristics after macrophage invasion. Gene expression profiling of macrophage polarization markers showed that only M1 macrophage-related genes were significantly expressed. These results reveal that canine MDMs differentiate into M1-like macrophages during *M. intracellulare* infection, although the activation states of pathways involved in macrophage polarization are distinct from the classic M1 and M2 macrophage phenotypes^8,9^. However, recent studies have reported that macrophages polarize into a unique macrophage population during mycobacterial infection^11^. In particular, Tatano et al. reported that *M. intracellulare* induces a novel type of macrophage population that downregulates the Th1/Th2 cell response, while driving Th17 polarization^12^.

Our results also indicated that the canine MDMs secreted molecules to induce Th17 polarization in response to *M. intracellulare* infection. The top 20 canonical pathways showed that the activated pathways were related to the Th1/Th17 responses. Among the upregulated molecules of that pathways, chemokines (*CCL3*, *CCL4*, *CCL5*, *CCL7*) and cytokines (*IL-1B*, *IL-6*, *CSF2*), were responsible for mediation of the innate immune response in Th1 and Th17 cells during mycobacterial infection^34–36^. However, most of the upregulated molecules were associated with inducing pathogenic Th17 cells during mycobacterial infection. In particular, *CCL3*, *CCL4*, and *CCL5* were reported as pathogenic Th17-signature markers during mycobacterial infection^37,38^. *CSF2* (*GM-CSF*) is also known to contribute to the pathogenicity of Th17 cells^39^. The chemokine *CXCL8* and the adhesion molecule *ICAM1* are directly associated with the Th17 response, which induces the maturation and activation of neutrophils during mycobacterial infection^35,40,41^. In addition, the alarmin *S100A8*, known to contribute to neutrophil accumulation during chronic mycobacterial infection, stimulates *IL-6* to promote Th17 differentiation^42,43^. Moreover, *PTGS2* (*COX-2*), which is involved in *PGE2* production after mycobacterial infection, causes a dysfunctional immune response that favors the survival and replication of mycobacteria by inducing the development of Th17 cells^44,45^. In addition, negatively modulated pathways (LXR/RXR Activation, PPARα/RXRα Activation, PPAR Signaling) were also related to the induction of the Th17 cell response. Nuclear receptor peroxisome proliferator-activated receptors, which primarily regulate these pathways, are known to be major negative regulators of Th17 differentiation^46,47^. These results were also confirmed by both of the ‘Th1 Pathway’ and ‘Th17 Activation Pathway’. Only the Th17 Activation Pathway was activated throughout the infection. In addition, gene expression profiling showed that the genes *IL-23, IL-1β*, and *IL-6*, which induce Th17 cell polarization, were significantly upregulated during *M. intracellulare* infection. In contrast, only *TNF-α* was significantly expressed among molecules related to Th1 cell polarization.

To identify the Th17 cell response against *M. intracellulare* infection, gene expression was quantified in canine lymphocytes. The result showed that Th17-related genes were significantly upregulated in lymphocytes, similar to the finding in macrophages. Moreover, ELISA indicated that IL-17A and IL-1β were produced at higher levels than other cytokines. Furthermore, IL-17A-expressing CD4^+^ T cells were higher expressed in comparison to IFN-γ after *M. intracellulare* infection. The results showed that canine MDMs infected with *M. intracellulare* provide an environment that may favor Th17 responses. Our results were similar to those of studies that showed the production of IL-17 after infection with the *Mycobacterium avium* complex. A study by Kannan et al. showed that *M. avium* infection induced strong induction of IL-17-producing T cells in mice^48^. In particular, a study by Matsuyama et al. reported that the Th17 response was shown to have pathological effects by increasing the susceptibility to systemic *M. avium* infection under Th1-diminished conditions^15^. Th17 cell development is also known to lead to excessive neutrophilic pulmonary inflammation, which plays a pivotal role in granuloma formation and mycobacterial disease development^18,19^. These results will help explain why most reported cases in dogs showed granulomatous inflammation after mycobacterial disease progression induced by MAC members^3,49–52^.

Due to the increase of mycobacterial diseases caused by MAC members in dogs, the need to elucidate the canine immune response has been increased. In this study, the host immune response to *M. intracellulare* was investigated using in vitro canine model with autologous macrophages and lymphocytes. Our results suggested that *M. intracellulare* induces M1-like macrophage polarization that provides a cytokine milieu favoring Th17 response in dogs. This study might open the new horizon in the understanding of MAC infection, especially immune response in dogs and help to control the potential public health risk of zoonosis between dogs and humans.

## Methods

### Ethics statement

This study was conducted in accordance with the regulations of the Seoul National University Institutional Biosafety Committee (protocol: SNUIBC-R190906-1). Blood samples were obtained in accordance with the Guide for the Care and Use of Laboratory Animals and the Animal Welfare Act, and protocols were approved by the Institutional Animal Care and Use Committee (IACUC) at GENIA (IACUC number; ORIENT-IACUC-20003).

### Bacterial strains and cultivation

*Mycobacterium intracellulare* ATCC13950 was kindly provided by Prof. MK Shin from the College of Medicine, Gyeongsang National University, Republic of Korea. *M. intracellulare* was cultured on Middlebrook 7H10 agar (BD Biosciences, CA, USA) containing 0.1% casitone (BD Biosciences) and Middlebrook 7H9 broth supplemented with 0.04% casitone after 7 days. The infection amount was standardized by using the cells at an optical density of 0.244 at 660 nm (4.9 × 10^7^ CFU/ml). The optical density was measured after vigorous vortexing for 30 s to remove clumps.

### Blood cell isolation

Blood samples from 10 healthy beagle dogs were obtained from the animal facility of the 2nd Research Center, GENIA (Eumseong-gun, Chungchengbuk-do, Korea). Professional veterinarians collected whole blood from unanesthetized dogs after clinical, biochemical, and haematological evaluation. The 1-year-old male beagle dogs were routinely vaccinated against Bordetella, rabies, distemper, canine adenovirus type 2, parvovirus, parainfluenza, and leptospirosis. Whole blood was diluted 1:1 in RPMI 1640 medium (Gibco, NY, USA) containing 20% inactivated fetal bovine serum (FBS; Gibco). Peripheral blood mononuclear cells were collected via density gradient centrifugation with Leucoseptube (Greiner Bio-One, Kremsmünster, Austria) containing 1.077 g/ml Ficoll-Paque PLUS (GE Healthcare, Uppsala, Sweden). The PBMCs were suspended in Dulbecco’s phosphate-buffered saline (DPBS) containing 5% FBS, 1% penicillin/streptomycin, and heparin (2000 U/ml) and centrifuged at 400×*g* for 15 min. The cells were filtered with a 100 µm cell strainer (Falcon, Corning, Durham, USA) after washing with DPBS and centrifuged at 300×*g* for 10 min. After repeating the wash step twice, the PBMCs were resuspended in RPMI 1640 medium containing 20% FBS and 1% penicillin/streptomycin for each individual.

### Generation of canine monocyte-derived macrophages

Monocytes were positively isolated using anti-CD14 magnetic microbeads (Miltenyi Biotec Inc., Bergisch Gladbach, Germany). The purity of isolated monocytes was above 99% and analyzed using the anti-CD14 antibody (TÜK4; Bio-Rad) by flow cytometry (FACS Canto II, BD Biosciences, San Diego, CA, USA) (Supplementary Fig. S5). The monocyte was cultured with a RPMI 1640 medium containing 10% heat-inactivated FBS and 1% penicillin/streptomycin and added with 50 ng/ml recombinant human M-CSF (Peprotech Inc., Rocky Hill, HJ, USA) every 2 days for 5 days^53,54^. The morphology was confirmed as the macrophage after 5 days.

### Co-culture of canine lymphocytes and autologous/non-autologous monocyte-derived macrophages infected with *M. intracellulare*

The canine MDMs were seeded at a density of 1 × 10^6^ cells/well into 6-well plates containing RPMI 1640 medium supplemented with 10% FBS. The MDM was infected with *M. intracellulare* at a multiplicity of infection (MOI) of 1 for 24 h because it is sufficient time for processing the antigen. The MDM as control was stimulated with 1 µg/ml of lipopolysaccharide (LPS; Sigma-Aldrich, St Louis, MO, USA) or was treated with DPBS. After 24 h of infection, the MDMs were washed and co-cultured with monocyte-depleted PBMCs at responders: stimulators (MDMs) ratio of 10:1. The autologous MDMs and monocyte-depleted PBMCs were co-cultured for 0–144 h to characterize the *M. intracellulare*–specific response and the effect of MDM–derived cytokines on T cells. The co-cultured cells for 5 days were confirmed as CD3^+^ T lymphocytes by flow cytometry.

The anti-dog CD3 antibody (clone CA17.2A12) effectively activated canine lymphocytes as the anti-human CD3 antibody (clone OKT3) does^55,56^. The monocyte-depleted PBMCs were co-cultured with *M. intracellulare*-infected non-autologous MDMs with or without anti-CD3 antibodies (clone CA17.2A12). The monocyte-depleted PBMCs were also co-cultured with non-autologous MDMs with the anti-CD3 antibody. After 5 days of co-cultures, the lymphocytes were restimulated with anti-CD3 antibodies. The activated lymphocytes were analyzed by surface staining and intracellular cytokine staining assay. The data were visualized using FlowJo v10 software (BD Biosciences; https://www.flowjo.com/).

### RNA expression, library preparation, and sequencing

Total RNA was isolated from canine MDMs after *M. intracellulare* infection for 0, 6, 24, and 72 h using an RNeasy Mini Kit (Qiagen, Hilden, Germany). Noninfected MDMs were used as a negative control. Eighty RNA samples were extracted from ten autologous MDMs of both infection and non-infection groups at four-time points. Each five RNA samples were pooled and a total of 16 cDNA libraries was sequenced. The RNA quality was identified by an Agilent 2100 bioanalyzer using an RNA 6000 Nano Chip (Agilent Technologies, Amstelveen, The Netherlands), and RNA was quantified on an ND-2000 spectrophotometer (Thermo Inc., Waltham, MA, USA). The RNA library was constructed with a QuantSeq 3′ mRNA-Seq Library Prep Kit (Lexogen, Inc., Vienna, Austria) according to the manufacturer’s instructions. In brief, the 5′ end of an Illumina-compatible sequence containing an oligo-dT primer was hybridized to the total RNA. After reverse transcription, the RNA template was degraded to synthesize the second strand using an Illumina-compatible linker sequence containing a random primer. To remove all reaction components, the double-stranded library was purified by magnetic beads. The library was amplified with complete adapter sequences and purified from PCR components. High-throughput sequencing was performed with single-end 75-bp sequencing using a NextSeq 500 (Illumina Inc., CA, USA). The RNA-Seq data were deposited into the NCBI Gene Expression Omnibus (GEO) database under accession number GSE158425.

### RNA-sequencing read alignment and data analysis

QuantSeq 3′ mRNA-Seq reads were mapped to canFam 3 using Bowtie2^57^. Both the genome assembly sequence and the representative transcript sequences generated Bowtie2 indices. After aligning the transcriptome, transcripts were assembled to identify differentially expressed genes. DEGs were identified based on counts from unique and multiple alignments determined by Bedtools^58^. The read counts were processed based on the quantile normalization method using EdgeR within the R package with Bioconductor^59^. The DEGs were analyzed by Ingenuity Pathway Analysis (IPA; Qiagen Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis)^60^. Each group was subjected to core and comparative analyzes, and signalling pathways were predicted by the molecule activity predictor in IPA.

### Quantification of gene expression

Total RNA was extracted from both canine MDMs infected with *M. intracellulare* for 0–72 h and lymphocytes co-cultured with *M. intracellulare-*infected MDMs for 0–144 h using an RNeasy Mini Kit (Qiagen, Hilden, Germany). Noninfected MDMs and lymphocytes were used as controls. Gene expression was quantified by RT-qPCR to identify the activation of macrophages and T lymphocytes. In addition, RT-qPCR was performed with randomly selected genes to validate the RNA-Seq data (Supplementary Fig. S6). cDNA was synthesized using a High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA, USA), and RT-qPCR was performed with Real-Time qPCR 2 × Master Mix (SYBR Green, Elpisbiotech, Daejeon, Republic of Korea) on a Rotor-Gene Q real-time PCR cycler (Qiagen, Hilden, Germany). cDNA was amplified using the canine primers shown in Supplementary Table S6. The amplification conditions were as follows: 95 °C for 3 min and 45 cycles of 95 °C for 3 s and 30 s at 60 °C. A melting curve was constructed for the detection of nonspecific product formation, and the gene expression levels were determined via the 2^−ΔΔCt^ method using glyceraldehyde-3-phosphate dehydrogenase (GAPDH) as the reference gene. The fold change was determined based on the relative gene expression level compared to the control.

### Quantification of cytokines

Lymphocytes were co-cultured at 1 × 10^7^ cells/well with *M. intracellulare*-infected MDMs in 6-well plates for 0–144 h. The cytokine concentrations in the supernatants were determined by ELISA. Canine IL-17A, IL-1β, IL-12, and IL-4 were detected by DuoSet (R&D Systems, Minneapolis, MN, USA) and IFN-γ, IL-6, IL-10, and TNF-α were detected by Quantikine ELISA kits (R&D Systems) according to the manufacturer’s instructions.

### Intracellular cytokine staining assay

Lymphocytes were co-cultured with *M. intracellulare*-infected MDMs to analyze T helper cell polarization. After 5 days of incubation, the cells were incubated with 2 µg/ml brefeldin A (Sigma) for 4 h. The cells were stained with the LIVE/DEAD Fixable Aqua Dead Cell Stain Kit (Invitrogen) and subsequently stained with FITC-anti-CD3 (clone CA17.2A12) and RPE-anti-CD4 (clone YKIX302.9) (both from Bio-Rad Laboratories; Hercules, CA, USA) for 20 min at RT in the dark. After surface staining, the cells were washed with PBS containing 2% FBS and fixed and permeabilized (BD Biosciences, San Diego, CA, USA) for 30 min at 4 °C. The cells were washed twice with BD Perm/Wash buffer (BD Biosciences) and stained with eFluor 450-anti-IL-17A (clone eBio17B7; eBioscience, San Diego, CA, USA) and Alexa Flour 647-anti-IFN-γ (clone CC302; Bio-Rad) for 30 min at 4 °C. The eFluor 450-rat IgG2a kappa Isotype Control (clone eBR2a; eBioscience, San Diego, CA, USA) used for isotype control of the anti-IL-17A antibody. Single-stained samples for each antibody were used to compensate for the fluorescence spillover. The data were analyzed using FlowJo v10 software (BD Biosciences).

### Intracellular survival and replication

The bacterial invasion assay was conducted as previously described with slight modification^61,62^. MDMs were infected for 2 h with *M. intracellulare* at an MOI of 1. Cells were washed with DPBS after centrifugation at 400×*g* for 5 min. Extracellular bacteria were eliminated by treatment with amikacin at a concentration of 200 µg/ml for 2 h. Following incubation, the cells were lysed with 1% Triton X-100 (Sigma-Aldrich, MO, USA). The viable intracellular bacteria were enumerated by serial dilution and plating onto Middlebrook 7H10 agar containing 0.1% casitone after vigorous vortexing for 30 s.

### Statistical analysis

Statistical significance was analyzed by an unpaired t-test with Welch’s correction using GraphPad Prism version 7.00 (Windows, GraphPad Software, La Jolla California USA, http://www.graphpad.com) for comparisons between the *M. intracellulare*-infected and non-infected groups. Significant differences were determined at *p* < 0.05. Fold change is represented by the mean ratio of gene expression in *M. intracellulare*-infected cells/noninfected cells.

## Supplementary Information

Supplementary Figures.

Supplementary Tables.

## Data Availability

Raw files and normalized datasets are available from the Gene Expression Omnibus (GEO) https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE158425 under the accession number GSE158425.

# Supplementary material for: Mycobacterium intracellulare induces a Th17 immune response via M1-like macrophage polarization in canine peripheral blood mononuclear cells
**Source:** Sci Rep. 2022 Jul 12;12:11818. doi: 10.1038/s41598-022-16117-2
**Supplement:** Supplementary file 1 — Supplementary Figures.

**Supplemental Material**

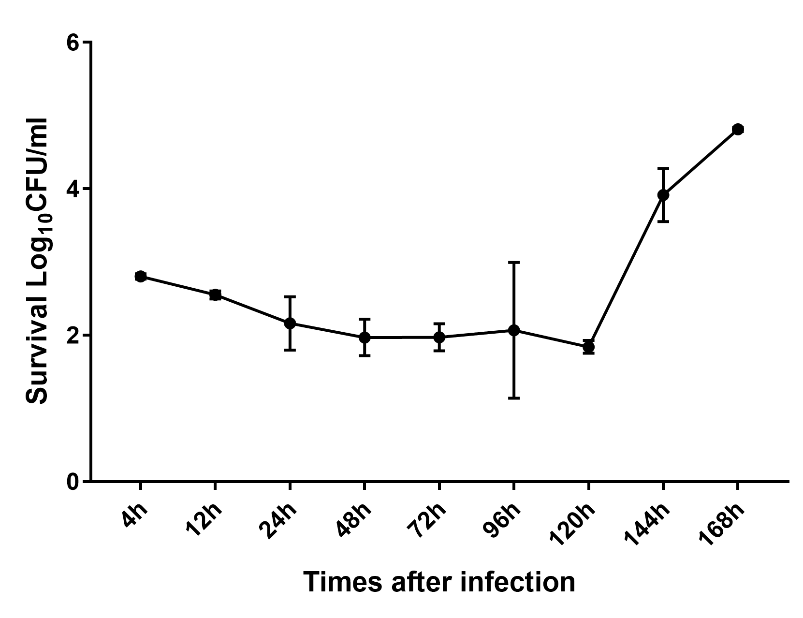

Supplementary figure S1. Intracellular survival and replication of *M. intracellulare* in canine monocyte-derived macrophages. Intracellular survival of *M. intracellulare* was examined in canine MDMs for 7 days. Data are shown as mean $\pm$ SEM of three independent experiments.

**
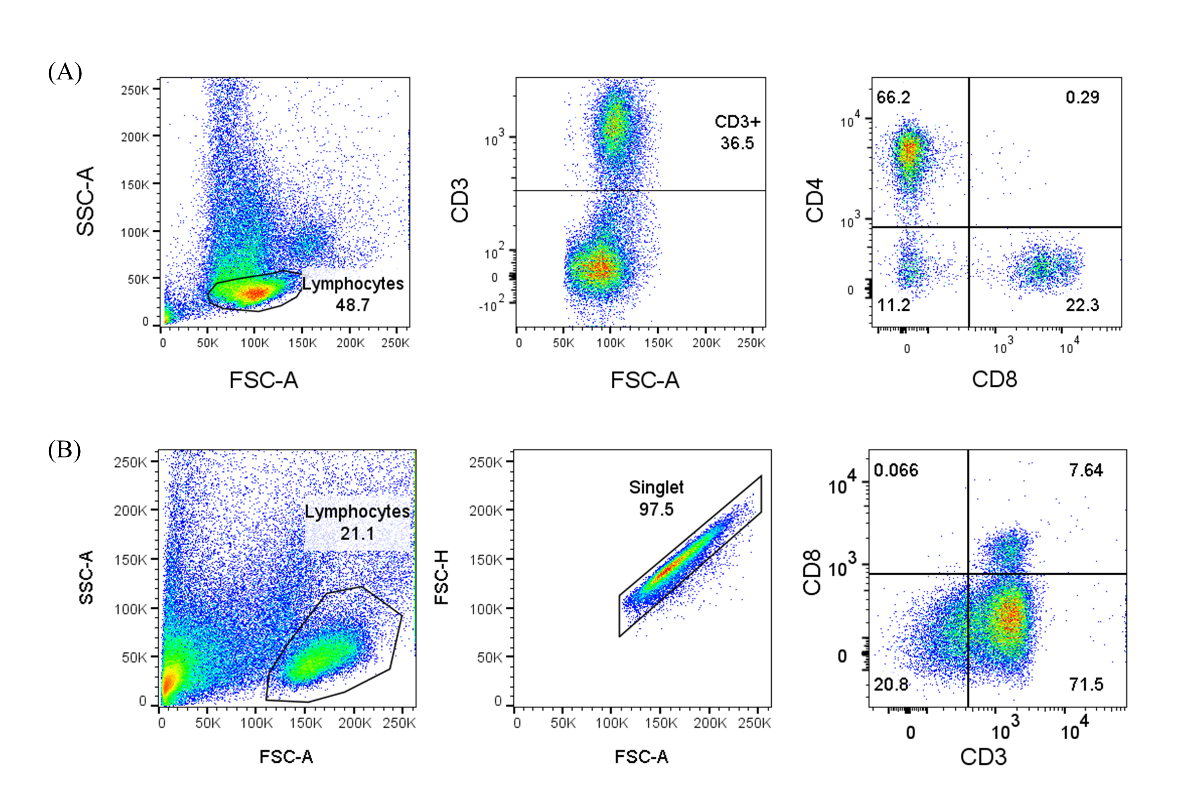
**

Supplementary figure S2. The proportion of T cells in PBMCs (A) and co-cultured cells (B). (A) The proportion of CD4^+^ T cells and CD8^+^ T cells (right) were analyzed from CD3^+^ T cells (middle) in lymphocytes (left). (B) CD8^+^ T cells (right) were analyzed from singlet lymphocytes (middle and left) co-cultured with for six days with *M. intracellulare*-infected MDMs.

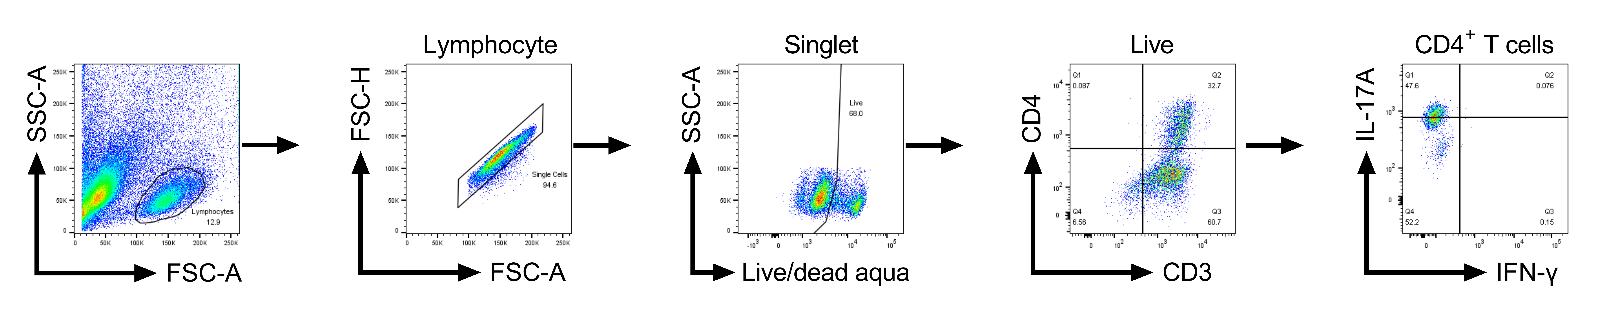

Supplementary figure S3. Representative gating strategy for the flow cytometric analysis of IL-17-producing CD4 T cells. Numbers in plots indicate the percent cells in respective gates.

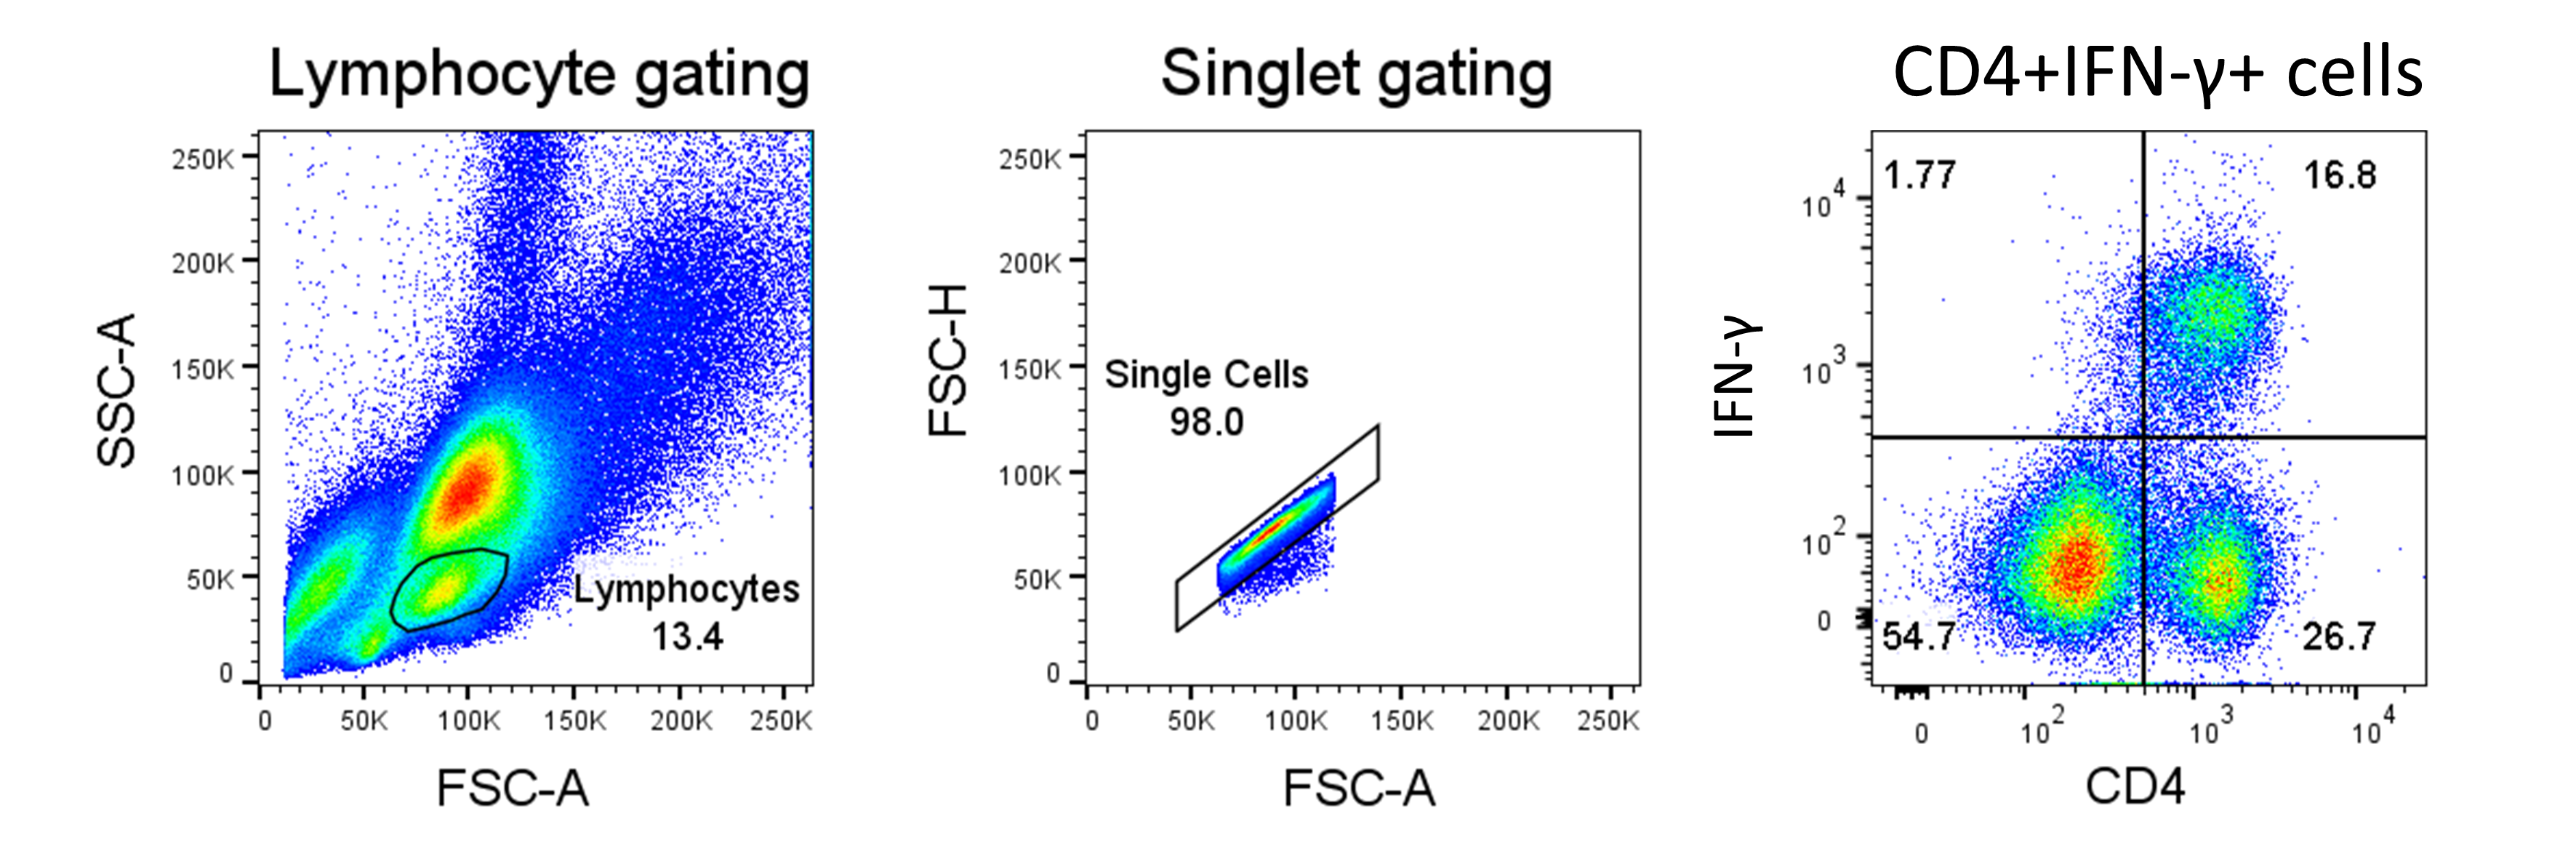

Supplementary figure S4. IFN-γ producing CD4^+^ T cells from lymphocytes stimulated with LPS. Lymphocytes were stimulated with 1ug/ml of LPS overnight. IFN-γ production in canine CD4^+^ cells were confirmed by intracellular cytokine staining.

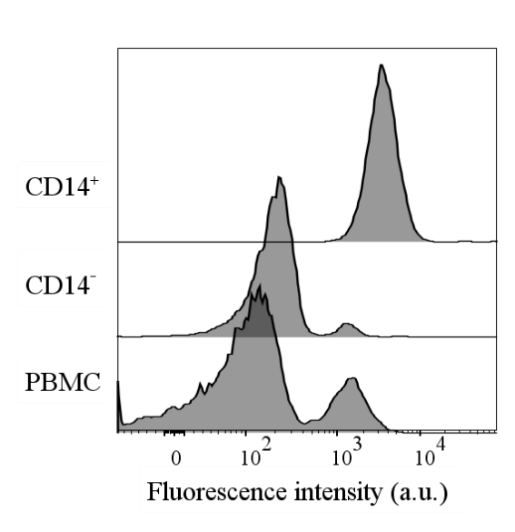

Supplementary figure S5. The purity of isolated monocytes. The proportion of CD14^+^ cells in positively isolated CD14^+^ cells (upper), CD14 negative fraction (middle), and PBMCs (lower) by flow cytometry.

**
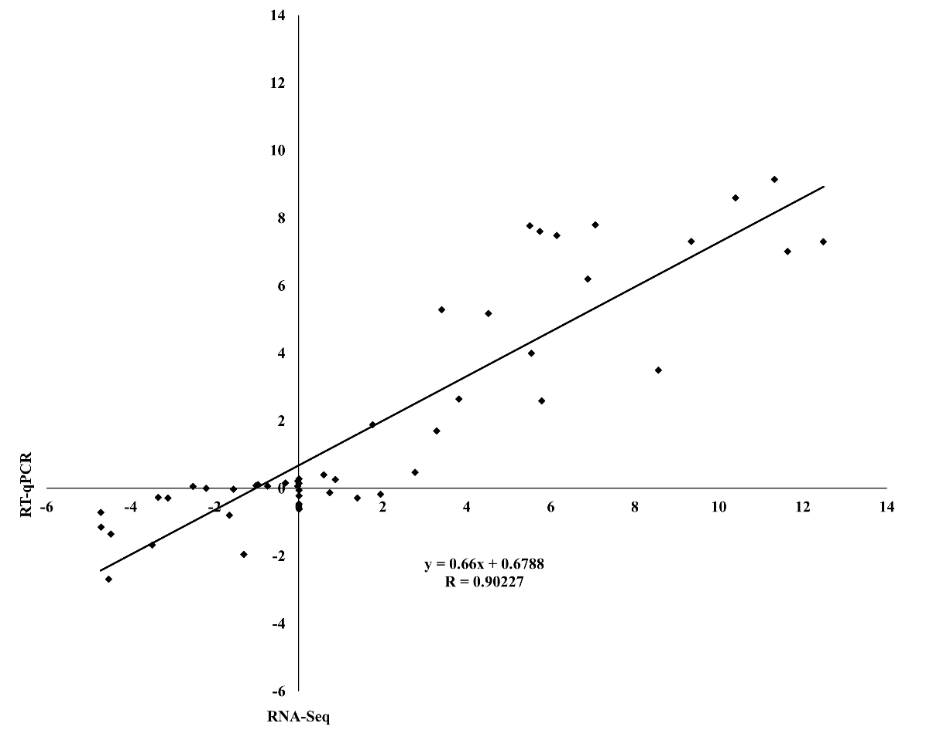
**

Supplementary figure S6. Validation of gene expression by RNA-Seq and quantitative real-time PCR. The relative expression levels were compared to those observed in the control cells to determine the fold changes in expression for each gene.

How the deposited data were processed for this re-analysis (not part of the article)

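MDMs of 10 beagles, noninfected or infected with *M. intracellulare*, were measured at 0, 6, 24 and 72 h by QuantSeq 3′ mRNA-Seq, with 2 libraries per condition, 16 in all, each from the pooled RNA of 5 dogs. The paper does not say which dogs entered which pool, and the replicate numbers in the library names were not taken as pairs.

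The authors mapped single-end reads of 75 bases to canFam3 with Bowtie2, counted unique and multiple alignments with Bedtools and name quantile normalization in edgeR. The values are deposited by the authors as log2 of the normalized count plus 1, for 1542 gene entries, and were used on that scale. Mapping, counting and normalization were not repeated, and tools that need raw counts were not used. Gene symbols were used as deposited, each entry counted once, and only symbols and synonyms were taken from the RefSeq gene table of another dog assembly (UU_Cfam_GSD_1.0).

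The number of reads per value was estimated from the step between low normalized counts of a library. A value under 0.5 of that step was taken as no read, and such values reached 0.054 on the log2 scale. The entries carried reads for 366 genes (infected replicate 1 at 6 h) to 658 genes (noninfected replicate 3 at 72 h) per library.

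Infected and noninfected MDMs were compared with limma 3.58.1 in R 4.3.3: 1 mean per condition, contrasts at 0, 6, 24 and 72 h, their average over 6, 24 and 72 h, the change from 0 h in noninfected MDMs, and the differences between time points. Variances were moderated with a trend, and p values were adjusted by the Benjamini-Hochberg method over all 1542 entries of each contrast. Entries at 0 in every library stayed in this fit and lower the variance that the trend gives to low values, so that a gene with 1 read in each of 2 libraries can pass. A fit of the 938 entries above 0 was therefore among the alternatives. Pathway molecules were tested with limma's camera (inter-gene correlation 0.01) and fry. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

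Genes named in the text are those the paper names, those of Table S1 and, at each time point, the 3 with the largest rise and the 3 with the largest fall past both thresholds whose infected and noninfected libraries do not overlap. Values in the paper's tables had been seen when this rule was written. Other genes are said to be chosen after their values were seen. The main analysis, the other settings tried and the rule were set before the data were examined. The alternatives were a replicate factor, a fit of the libraries of 1 time point, noninfected MDMs at 0 h as the reference, subtraction of the 0 h difference, normalization, centring, filters, floors, thresholds, limma's treat, a fit without the trend, the ratio of mean linear values, other set tests and leaving out each library in turn. A further filter, values below 2 raised to 2 and centring on the 216 genes with reads in every library were added after seeing the data, as were counts with values without a read taken as 0 and molecules without a read in the libraries compared given no direction.

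The fit was tested on simulated data of 1542 genes. With 2 against 2 libraries, 6.1%, 23.9% and 32.8% of genes changed by 2, 4 and 6 on the log2 scale passed both thresholds, with 1 of 1342 unchanged genes. Over 3 time points together, these shares were 30.3%, 43.3% and 73.1%. In simulated sets of 15 genes with 8 raised, camera called 90% and fry 96%, and in unchanged sets 0% and 4%. Of the 1342 unchanged genes, 604 were held at 0 in every simulated library and could not pass. The other values were drawn from a normal distribution around each gene's mean, without modelling the loss of a gene's reads from 1 library of a pair. These shares therefore need not hold for the real libraries. RT-qPCR, imaging and protein measurements of the paper were not analysed here.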

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

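The tests of reads sampled at random in a pair, of pools whatever their label numbers, of PCR copies, of sequencing depth at 6 h and of scaling were chosen after the results were seen, as was the further filter and the centring on genes with reads in every library.

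The infected minus noninfected difference changed between time points, by a limma test of that difference, in 5 genes, of which *ZNF331* was chosen after its values were seen. Between 6 h and 24 h, it changed for *CRYAA* by -0.90, and between 24 h and 72 h by 0.91. For *ZNF331*, it changed by -5.15 between 6 h and 72 h and by -5.19 between 24 h and 72 h. Between 24 h and 72 h, it changed for *VLDLR* by 5.55, for *FOLH1* by -6.0 and for *PARP4* by -6.65. *CRYAA*, *FOLH1*, *VLDLR* and *ZNF331* rest on 2 noninfected libraries of 1 time point: 1 and 1 reads for *CRYAA* at 24 h, 214 and 72 for *FOLH1* at 72 h, 148 and 45 for *VLDLR* at 24 h, and 49 and 202 for *ZNF331* at 72 h, with 1 further read in an infected library of the same time point for each of *VLDLR* and *ZNF331*. With the entries at 0 in every library left out, 0 genes passed for these differences in limma, and in the fit of all entries 182 genes did at an unadjusted p.

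Of the 65 genes with reads in exactly 2 libraries, 5 had both in 1 condition, which is 7.7% (exact 95% interval 2.5% to 17.0%), where placing the 2 libraries at random gives 6.7%, or 4.3 genes. The 5 genes are *CRYAA*, *FOLH1*, *IL33*, *LATS1* and *TNF*, so their calls may reflect reads present or absent at random in each library. A share over many genes cannot decide for any single gene, and in these libraries an effect of infection on these genes stays open. For *TNF*, the paper reports significantly higher expression in infected MDMs by RT-qPCR.

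*CANX* was lower in both infected than in both noninfected libraries at 6 h (-7.04) and at 72 h (-1.16), and higher at 24 h (1.97). Opposite directions marked it, and the test of the difference between 24 h and 6 h (9.02) gave an adjusted p of 0.106 over all genes. The infected libraries at 6 h held 0 and 6 reads of *CANX*. Over all conditions, 766 cases were seen in which a gene had no read in 1 library and at least 32 in the other library of its condition, where sampling of independent reads gives 0.0018, so depth alone does not explain such values. A lasting difference between 2 pools of dogs was argued against by the label numbers, since the reads were under the same number in 50.4% of 264 repeats, and by repeats whatever the numbers, of which 58.7% of 448 went the commoner way where 59.9% is expected at random. Few starting molecules copied many times by PCR may lie behind such values: of genes found in 1 library of a pair, at least 70.7% had more than 3 reads there in each condition. Without molecular identifiers, this cannot be told apart from other losses in library preparation.

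At 0 h, a comparison the paper does not report, 2 genes passed both thresholds. *LATS1*, chosen after its values were seen, had 58 and 79 reads in the noninfected libraries at 0 h and none in any other library. *PARP4* had 5 and 8 reads in the infected and 281 and 231 in the noninfected libraries at 0 h. The count was 13 and 14 without noninfected replicates 1 and 2 at 0 h, and 17 and 15 without infected replicates 2 and 3. No biological explanation was tested for these genes.

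In noninfected MDMs, 2 genes changed from 0 h to 6 h, 3 from 0 h to 24 h and 17 from 0 h to 72 h (7 higher and 10 lower), in comparisons the paper does not report. Of the 17 genes, 5 also differed between infected and noninfected MDMs at 72 h. Without the deeper library, noninfected replicate 3 at 72 h, 29 genes passed, 11 of them among the 17. This count cannot decide whether that library accounts for the change to 72 h. A lone library left in a condition was taken to vary like the other conditions, and leaving out the other library of 72 h raised the count as well. Without noninfected replicate 2 at 72 h the count was 64, of which 16 were among the 17. From 0 h to 6 h, the count was 14 and 12 without noninfected replicates 1 and 2 at 0 h, and 13 and 9 without those at 6 h. From 0 h to 24 h, it was 15 without either library of 0 h and 19 without either library of 24 h. Time in culture is among the explanations left open.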

How the results depend on the processing

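The further filter, raising values below 2 to 2 and centring on the 216 genes with reads in every library were chosen after seeing the data, and the other settings were planned. DESeq2 and edgeR, planned for counts, were not run, since the values are log2. Setting a floor at 0 or at the 10th percentile, which is 0, moved nothing and says nothing about stability. The cause of the changes below was not tested.

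Numbers of genes past both thresholds were 2, 13, 5 and 7 at 0, 6, 24 and 72 h, 23 for the average over 6, 24 and 72 h, 2, 3 and 17 in noninfected MDMs from 0 h to 6, 24 and 72 h, and 5 for the difference between time points. With a replicate factor, they were 1 at 0 h, 8 at 6 h, 3 at 24 h, 3 at 72 h, 11 for the average and 5 from 0 h to 72 h. It lost *CSF2* (0.112), *IL6* (0.194), *PTGS2* (0.0871) and *F3* (0.0782) at 6 h, *CXCL8* (0.122), *IL1B* (0.122) and *S100A8* (0.0554) at 24 h, *CXCL8* (0.0878), *IL33* (0.0878), *S100A8* (0.093) and *CCND1* (0.223) at 72 h, and the Th17 Activation Pathway in camera at 24 and 72 h (0.0562 and 0.0575). With only the libraries of the time point, 0 passed in limma at 0, 6, 24 and 72 h, and 58, 64, 73 and 76 did at an unadjusted p. With noninfected MDMs at 0 h as the reference, 9 passed at 6 h, 1 at 24 h, 7 at 72 h and 9 for the average, of which 7, 0, 2 and 4 were shared with the main analysis. With the difference at 0 h subtracted, 3 passed at 6 h, 3 at 24 h, 3 at 72 h and 2 for the average. With quantile normalization again, 1 passed at 0 h and 2 for the difference between time points, and with centring on the median of all genes 2 passed for the latter. With the entries of lowest mean value, those at 0, left out, 13 passed at 72 h, 4 and 7 from 0 h to 6 and 24 h, and 0 for the difference between time points.

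At an unadjusted p, 34, 99, 79 and 103 passed at 0, 6, 24 and 72 h, 116 for the average, 37, 43 and 91 from 0 h to 6, 24 and 72 h and 182 for the difference between time points. Without the variance trend, 4, 9 and 12 passed at 0, 24 and 72 h, 5 and 11 from 0 h to 6 and 24 h and 11 for the difference between time points. Adjusted over the named genes alone, 13 passed for the difference between time points. With the further filter, 11 passed at 72 h, 4 and 8 from 0 h to 6 and 24 h and 0 for the difference between time points. With centring on genes with reads in every library, 1 and 2 passed at 0 and 24 h, 14 for the average, 1 and 11 from 0 h to 24 and 72 h and 0 for the difference between time points. This centring moved the median infected minus noninfected difference by 0.26 at 24 h.

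With 1 library left out, the number was 13 to 17 at 0 h, 13 to 105 at 6 h, 17 to 34 at 24 h and 18 to 58 at 72 h. It was 23 to 62 for the average, with 62 without infected replicate 2 at 6 h, 36 without infected replicate 1 at 24 h and 55 without noninfected replicate 2 at 72 h. In noninfected MDMs it was 9 to 14 from 0 h to 6 h, 15 to 19 from 0 h to 24 h and 15 to 64 from 0 h to 72 h. For the difference between time points it was 14 to 121, above 5 without any of the 12 libraries, and 121 without infected replicate 2 at 6 h.

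Genes past the fold threshold at 6, 24 or 72 h numbered 831, and 805 to 835 with 1 library left out. Of the 36 results for the named pathways, 20 passed in camera, 11 with the correlation estimated from the data, 13 with the further filter, 18 with a replicate factor and 13 to 21 with 1 library left out, 13 without infected replicate 1 at 24 h. The share of pathways with the sign of the z-score was 79.7% for Table 1, and 76.3% to 83.1% with 1 library left out. For Table S5 it was 71.6%, and 60.1% with noninfected MDMs at 0 h as the reference, 57.4% with the difference at 0 h subtracted and 63.5% to 77.0% with 1 library left out, 63.5% without infected replicate 1 at 72 h.

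Directions of single genes changed as follows, and further values that pass no threshold crossed 0. With a replicate factor, *IL1RN* was -0.65 at 72 h. With noninfected MDMs at 0 h as the reference, *ABCB1* was -0.69, *CDC42* -1.14 and *TNFSF13* 0.73 at 6 h, *ICAM1* -2.02, *TGFB1* 0.59 and *VLDLR* 0.59 at 24 h, and *ABCB1* -2.47, *CCL7* -1.08, *S100A8* -0.19 and *CCND1* 0.54 at 72 h. *CD80* (-0.43) and *ACKR3* (-0.38) at 24 h and *CD80* (-0.27) and *ICAM1* (-0.06) at 72 h also crossed 0. With both groups at or under the limit of 3 reads, the values of *TGFB1*, *VLDLR* and *CCND1* under this reference give no direction. With the difference at 0 h subtracted, *CYBB* was -1.94, *IL15* 2.34, *TGFB1* -1.88 and *PARP4* 3.68 at 6 h, *NFKB1* -1.68, *TREM1* -1.40, *IL15* 2.69 and *PARP4* 3.71 at 24 h, and *IL1RN* -0.75, *NFKB1* -0.98, *TREM1* -0.87, *IL15* 1.44 and *CREM* -1.84 at 72 h. *IL15* had no read in the infected libraries, so its values under this setting give no direction. Nor does that of *TGFB1* at 6 h, where both groups were at or under the limit of 3 reads. By the ratio of mean linear values, *CYBB* was -0.60 at 6 h. Without noninfected replicate 1 at 6 h, *CDC42* was -1.31, without noninfected replicate 2 at 6 h, *CYBB* was -2.28, and without infected replicate 2 at 6 h, they were -0.77 and -0.69. With 1 library of 6 h left out, *CDC42* reached 4.82 and *CYBB* 3.96. *TGFB1* at 24 h was 0.62 without noninfected replicate 2, and *NR3C1* at 72 h was 0.79 without noninfected replicate 3, against lowest values of -5.81 and -5.99 without noninfected replicate 1 at 24 h and noninfected replicate 2 at 72 h. The values of 0.62 and 0.79 leave both groups at or under the limit of 3 reads and give no direction.

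Camera calls of the named pathways also changed with centring on the median of all genes, which moves no library by more than 0.033. That median lies among entries without reads, so centring also shifts the entries at 0 with which camera compares a pathway. The changes may reflect those entries. With this centring there were 18 calls, with 7 lost and 5 gained. Lost at 6 h were LXR/RXR Activation (0.0758), Production of Nitric Oxide and Reactive Oxygen Species in Macrophages (0.957), Apoptosis Signaling (0.673), PPAR Signaling (0.451), the Th1 Pathway (0.0981), Induction of Apoptosis by HIV1 (0.427) and PPARα/RXRα Activation (0.933). Gained were Apoptosis Signaling (0.00259) and PPARα/RXRα Activation (0.008) at 24 h and TREM1 Signaling (0.0139), LXR/RXR Activation (0.00872) and PPAR Signaling (0.00691) at 72 h. TREM1 Signaling, IL-6 Signaling, Dendritic Cell Maturation and the Th17 Activation Pathway kept their 6 h calls. With the entries at 0 left out, 15 passed, and of the calls at 6 h that of PPARα/RXRα Activation was lost (0.0696).

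The median of PPARα/RXRα Activation at 6 h was -1.42 and that of LXR/RXR Activation at 72 h was 0.53 with the difference at 0 h subtracted. The latter was 0.76 with quantile normalization again and 1.39 without infected replicate 1 at 72 h, with a lowest value of -0.76 without infected replicate 2. Without infected replicate 2 at 6 h, the 6 h medians of Production of Nitric Oxide and Reactive Oxygen Species in Macrophages, Apoptosis Signaling, Induction of Apoptosis by HIV1 and PPARα/RXRα Activation were -0.04 each, and that of PPAR Signaling was -0.03. These lie at the size of the offsets between libraries without reads and give no direction. Over molecules with reads in the 3 libraries left, a setting chosen after seeing the data, they were 1.36, 1.99, 3.52, -0.99 and 1.27. Their highest values with 1 library of 6 h left out were, in this order, 1.71, 2.14, 3.43, 1.93 and 2.53.

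Over 132 results for named genes, 2865 values were computed under alternatives: 2625 kept direction and side of the threshold, 106 lost a call, 45 gained one, 59 uncalled values moved, some of them across 0, and 30 others changed direction. Over the 36 results for named pathways, there were 684 values, of which 533 kept direction and side of the threshold, 85 lost a call, 17 gained one, 40 moved and 9 changed direction.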

Differences from the paper's values

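Tests chosen after the result was seen play no part here, apart from 3 settings named as such in the last paragraph.

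The paper gives 1542 differentially expressed genes, and 21 genes passed both thresholds here at 6, 24 or 72 h. None of the 31 settings chosen before the data were examined came within the paper's value (0 to 214 genes). By the fold threshold alone, 831 genes passed where the paper gives 1542, and none of 24 such settings came within it (750 to 875). The 1542 entries are those deposited, and 938 of them are above 0 in at least 1 library, so no more than 938 can differ in these values.

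Table S1 is headed as a fold change, but 18 of its 78 values are below 0 and 6 have a size below 1, and all 78 equal the log2 of the ratio of mean linear values here within 0.01, so it was read on the log2 scale. As the difference of mean log2 values, 11 of the 78 differ, where a value differs if it has the other sign, if it lies further from the paper's than the larger SD of the 2 groups, or, with no read in just 1 library of a group, if the larger is over 1.5 times the smaller in size. At 6 h, *CYBB* was 0.84, where the paper has -0.6, *IL15* -3.42, where the paper has -5.83, and *TIMP1* -3.35, where the paper has -1.78. At 24 h, *ABCB1* was 4.16, where the paper has 2.1, *CDC42* 3.79, where the paper has 1.87, *IL1RN* 2.76, where the paper has 4.51, *IL15* -3.08, where the paper has -5.19, and *TNFSF13* -1.64, where the paper has -1.04. At 72 h, *CREM* was 0.43, where the paper has 0.82, *IL6* 3.2, where the paper has 5.4, and *NR3C1* -2.60, where the paper has -4.81. Of these values, *IL15* at 6 and 24 h, *IL1RN* at 24 h and *IL6* at 72 h had no read in 1 group. Their folds are lower limits, of 4.52, 3.36, 3.08 and 4.7 on the log2 scale in size. The paper's values for them lie beyond these limits, so they differ by the rule only and do not conflict with the reads. By the log2 ratio of mean linear values, 0 of the 78 differ from the paper's.

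The other such settings within the paper's value were as follows. For *CYBB* it was leaving out infected replicate 2 at 6 h, for *IL15* at 6 and 24 h noninfected MDMs at 0 h as the reference and leaving out noninfected replicate 2 of the time point, for *IL1RN* leaving out infected replicate 2 at 24 h, and for *TNFSF13* leaving out noninfected replicate 1 at 24 h. For *CREM* they were the replicate factor, noninfected MDMs at 0 h as the reference and quantile normalization again, for *IL6* subtracting the difference at 0 h and leaving out infected replicate 1 at 72 h, and for *NR3C1* leaving out noninfected replicate 2 or infected replicate 2 at 72 h. Every other such setting of these 11 values still differed, and for *TIMP1*, *ABCB1* and *CDC42* only the ratio of mean linear values did not.

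The paper states that LXR/RXR, PPAR and PPARα/RXRα pathways were inactivated and that Apoptosis Signaling was too. Here their listed molecules were higher in infected MDMs more often than lower at 6 and 24 h, and at 72 h either more often higher or as often higher as lower. A number of molecules is not the z-score of IPA. The paper states that M2 pathways were negatively regulated. Of the 48 results for M2 pathways in Table S5, 24 have a z-score of the paper above 0 and 21 below 0, and by molecules here 31 had more higher and 12 more lower.

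The paper reads *IL15* as inactivated by infection, and here *IL15* was already without reads in infected libraries at 0 h. It names *CCL4*, *CCL5*, *ICAM1*, *TREM1*, *CD40* and *CCL7* as upregulated and *CD36* as downregulated, and they go in that direction here at 6, 24 and 72 h, except *CD36* at 6 h, where both groups were at or under the limit of 3 reads, with no adjusted p below 0.05 over all genes at any of these times in the limma fit. Settings that call some of them are leaving out noninfected replicate 1 or infected replicate 2 at 6 h for *CCL4* (adjusted p 0.0494 and 0.029), leaving out infected replicate 1 at 72 h for *CCL7* (0.0193), the average over 6, 24 and 72 h for *CCL4* and *CCL7* (0.0122 and 0.011), quantile normalization again and leaving out the entries at 0 for *CCL4* at 6 h (0.0434 and 0.0255), adjustment over the Table S1 list alone and an unadjusted p. *CD80* at 72 h passed with quantile normalization again (0.0024), without the entries at 0 (0.034) and without noninfected replicate 2 or 3 at 72 h (0.00408 and 4.04e-05), and *CSF2* at 24 h passed without the variance trend (0.0126). Chosen after seeing the values, the further filter called *CCL4* at 6 h and *CD80* at 72 h (0.02 and 0.0291) and lost *IL1B* at 24 h. Raising values below 2 called them (0.0096 and 0.014) and *CCL3* at 24 h (0.046) and lost *IL1B* at 24 h and *TNF* at 6 h, and centring on genes with reads in every library called *CCL4* at 6 h (0.0201) and lost *IL1B* at 24 h and *CSF2* at 6 h. The times of the 3 blocks of Table S5 are headed 6, 12 and 24 h, and its z-scores are those of 6, 24 and 72 h.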

Other observations

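The tests of sequencing depth at 6 h and of scaling were chosen after the results were seen.

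About as many genes passed the fold threshold at 0 h as later, and comparisons with 1 library of each group exchanged gave 515 genes on average over 8 such comparisons, where infected against noninfected gave 563 on average at 6, 24 and 72 h. Spread between the 2 libraries of a condition may account for most genes past the fold threshold alone.

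The number of genes past both thresholds over 6, 24 and 72 h was compared with other splits of the same 12 libraries into 6 and 6. In a fit with time and split, the infected against noninfected split gave 10 genes, and it was the only 1 of 100 splits, of 462 possible, with as many. The others gave 3 at most, with a median of 0. Libraries were exchanged across time points in these splits, so they need not be balanced over time as infected against noninfected is. Their counts are therefore not a matched reference, and a random assignment within time points was not tested.

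Infected replicate 1 at 6 h had reads on the fewest genes, 366. It was not the shallowest library, with 1253058 estimated reads, and a few induced genes did not leave it short of reads, since 516050 reads lay outside its 20 most abundant genes and 126063 to 512560 did in the other libraries. No biological explanation was tested.

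*S100A8*, *CXCL8*, *CCL7*, *CD80* and *ACKR3* in infected MDMs at 24 and 72 h lay nearer the level of noninfected MDMs at 0 h than noninfected MDMs of the same time did. At 24 h, the differences from noninfected MDMs at 0 h were 1.65, 2.10, 0.14, -0.43 and -0.38. At 72 h, they were -0.19, 1.16, -1.08, -0.27 and 0.37, and noninfected MDMs had changed by -9.49, -6.59, -6.92, -6.74 and -4.88 from 0 h to 72 h. Scaling of the libraries is argued against, since the smallest of these changes was -4.87 under 2 other scalings. A candidate explanation is that infection kept these genes from the fall seen in noninfected MDMs in culture. At 6 h, *CXCL8* (4.69), *ACKR3* (2.94) and *CD80* (2.31) lay above the 0 h level. So did *S100A8* and *CCL7*, with infected means at 6 h of 10.84 and 8.49 against 9.49 and 7.29 in noninfected MDMs at 0 h. Keeping a level therefore does not describe that time point. These 5 genes were picked for this pattern, so this is a hypothesis.

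Of the genes measured by RT-qPCR in the paper, *TNF* had 177 and 9 reads in the infected libraries at 6 h and none in the noninfected ones, was at least 10.7-fold higher (adjusted p = 0.0109 in limma), or 2.5-fold without infected replicate 1, and had no read at 24 and 72 h. With 1 library of 6 h left out, its log2 fold change lay between 3.5 and 6.3. It did not pass with the difference at 0 h subtracted (0.121 in limma), which, with no read at 0 h, mainly enlarged its standard error. *TNF* is 1 of the 5 genes with reads in exactly 2 libraries that are both of 1 condition. That share (7.7%) is near that of reads present or absent at random in each library. This may lie behind its call, but a share cannot decide for a single gene. By RT-qPCR, the paper reports significantly higher *TNF* expression in infected MDMs. *IFNG*, *IL12A*, *IL12B*, *IL4* and *IL13* were at 0 in all 16 libraries, and *IL10* was at or under the limit of 3 reads in both groups at 6, 24 and 72 h. *TGFB1* had 0 and 5 reads in the infected and none in the noninfected libraries at 6 h, and it and *CD163* had adjusted p values of at least 0.879 at 6, 24 and 72 h in limma.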
